# *Oct4* and *Hnf4α*-induced hepatic stem cells ameliorate chronic liver injury in liver fibrosis model

**DOI:** 10.1371/journal.pone.0221085

**Published:** 2019-08-12

**Authors:** Myung Rae Park, Man Sze Wong, Marcos J. Araúzo-Bravo, Hyunah Lee, Donggyu Nam, Soo Yong Park, Hong Dae Seo, Sang Min Lee, Hans Florian Zeilhofer, Holm Zaehres, Hans R. Schöler, Jeong Beom Kim

## Abstract

Direct conversion from fibroblasts to generate hepatocyte like-cells (iHeps) bypassing the pluripotent state has been described in previous reports as an attractive method acquiring hepatocytes for cell-based therapy. The limited proliferation of iHeps, however, has hampered it uses in cell-based therapy. Since hepatic stem cells (HepSCs) possess self-renewal and bipotency with the capacity to differentiate into both hepatocytes and cholangiocytes, they have therapeutic potential for treating liver disease. Here, we investigated the therapeutic effects of induced HepSCs (iHepSCs) on a carbon tetrachloride (CCl_4_)-induced liver fibrosis model. We demonstrate that *Oct4* and *Hnf4a* are sufficient to convert fibroblasts into expandable iHepSCs. Hepatocyte-like cells derived from iHepSCs (iHepSC-HEPs) exhibit the typical morphology of hepatocytes and hepatic functions, including glycogen storage, low-density lipoprotein (LDL) uptake, Indocyanine green (ICG) detoxification, drug metabolism, urea production, and albumin secretion. iHepSCs-derived cholangiocyte-like cells (iHepSC-CLCs) expressed cholangiocyte-specific markers and formed cysts and tubule-like structures with apical-basal polarity and secretory function in three-dimensional culture condition. Furthermore, iHepSCs showed anti-inflammatory and anti-fibrotic effects in CCl_4_-induced liver fibrosis. This study demonstrates that *Oct4* and *Hnf4α*-induced HepSCs show typical hepatic and biliary functionality *in vitro*. It also presents the therapeutic effect of iHepSCs in liver fibrosis. Therefore, directly converting iHepSCs from somatic cells may facilitate the development of patient-specific cell-based therapy for chronic liver damage.

## Introduction

Drug toxicity-induced chronic liver damage may lead to liver fibrosis that develops into liver cirrhosis and liver cancer [1, 2]. One of the histopathological aspects of liver fibrosis is an accumulation of extracellular matrix, such as collagen, originating from activated hepatic stellate cells. The phenomenon of collagen accumulation in liver fibrosis alters liver architectures and disrupts its functions [1, 2].

Previously, several studies have suggested that transplantation of hepatocytes or hepatoblasts derived from pluripotent stem cells (PSCs) show promising therapeutic effects in treating liver diseases [3–8]. However, the tumorigenicity of residual undifferentiated PSCs within the differentiated population is a major safety issue of using PSC-derived hepatic cells for clinical purposes [9]. Direct conversion technology, which generates desired cell-types from somatic cells by bypassing the pluripotent state during lineage conversion, has been considered an alternative method to generate hepatocytes, due to its relatively simple and fast procedure with possibly avoiding teratoma formation. Previous studies have demonstrated that generation of induced hepatocyte-like cells (iHeps) by various combinations of transcription factors show the therapeutic potential of iHeps in liver injury treatment [10–15]. Furthermore, expandable through several scale-up cultivation protocols, iHeps can be used as a source for drug discovery and screening [10–12]. Chen and colleague demonstrated that iHeps repopulate a decellularized liver disc [16]. In this study, the decellularized liver provides an optimal microenvironment for *in vitro* maturation of iHeps. However, these cells showed slow proliferation *in vitro*, which takes a long time to obtain sufficient numbers of the cell for cell-based treatment.

Hepatic stem cells (HepSCs) from liver tissue are self-renewing and bipotent stem cells that can differentiate into hepatocytes and cholangiocytes, which contribute to liver development and liver regeneration after injury [17–20]. HepSCs derived from the liver have considered as an alternative source for cell-based therapy. However, the resident HepSCs are rare in the adult liver [19], and the protocol for isolating HepSCs is still not well established [18, 19]. Oct4, known as a transcription factor required to maintain pluripotency, involved in hepatocyte proliferation and survival after 70% partial hepatectomy in the rat [21]. Zhao and colleagues demonstrated that *Oct4* maintains proliferative activity by inhibition of cyclin-dependent kinase 1 activity in PSC [22]. Our previous study reported that overexpression of *Oct4* and defined culture condition are sufficient to generate self-renewing and bipotent induced oligodendrocyte progenitor cells from fibroblasts [23]. We suppose that *Oct4* may play an essential role in transdifferentiation of iHepSCs and maintaining rapid cell proliferation in the iHepSCs.

Here, we suggest that the ectopic expression of *Oct4* and *Hnf4α* is sufficient to convert somatic cells into iHepSCs, which can be used for cell therapy to treat liver disease. The iHepSCs display self-renewal and bipotential characteristics *in vitro* and rescue liver dysfunction in a carbon tetrachloride (CCl_4_)-induced liver fibrosis model. Our study shows that iHepSCs may have therapeutic potential for chronic liver damage.

## Materials and methods

### Ethics statement

All animal experimental procedures were approved and conducted under a protocol (UNISTIACUC-16-24) by the Animal Care and Use Committee of Ulsan National Institute of Science and Technology (UNIST, Ulsan, South Korea).

### Isolation of mouse primary hepatocytes

All mice were obtained from Hyochang Science (Daegu, South Korea). Animal handling is in accordance with UNIST animal protection guideline. Primary hepatocytes were isolated from 6–week–old male C57BL/6J mouse by the two-step collagenase perfusion method as described previously [24]. In brief, mice were anesthetized with isoflurane. Livers were perfused in situ through the inferior cava vein, with Hanks’ balanced salt solution (Sigma) containing 50mM EGTA, 1M Glucose and 1% penicillin/streptomycin, followed by Hanks’ balanced salt solution containing 1M Cacl2, 0.025% collagenase (Sigma) until loss of its firm texture. The soft liver was transferred to a petri dish and dissociated cells with forceps then filtered by 70 μm cell strainer and centrifuged at 500 rpm for 5 min. The pellet was resuspended with Williams’ medium E (Thermo Fisher Scientific) supplemented with 1% penicillin/streptomycin and carefully overlay 13.5% Percoll solution then centrifuged at 1500 rpm for 8 min. After centrifugation, the pellet was washed three times and resuspended in Williams’ medium E supplemented with 1% penicillin/streptomycin and L-glutamine. Cell number and viability were assessed using trypan blue. Cells were plated on collagen-coated six-well plates and incubated for 2–3 hours at 37°C, 5% CO_2_ incubator and then used for the next experiment. For RNA extraction, the total RNA was isolated after incubation. For albumin and urea secretion assay, the medium was replaced with fresh medium. Next 24 hours, the medium was collected then conducted ELISA.

### Reprogramming vector production

Murine *Hnf4α* and *Oct4* cDNAs were amplified by polymerase chain reaction (PCR) with Phusion High-Fidelity DNA Polymerase (NEB, M05305) from plasmids. The plasmid containing *Hnf4α* was a gift from Atsushi Suzuki (Addgene #33002). *Hnf4α* and *Oct4* cDNAs were cloned into the lentiviral SFFV vector [25]. The lentiviral plasmid, packaging plasmid (PAX2, Addgene #12260) and envelope plasmid (VSV-G, Addgene #8454) were co-transfected into 293T cells using X-tremeGENE 9 DNA Transfection Reagent (Roche, 06365787001). After 48 hr, medium containing virus particles were harvested through the 0.45 μm filters for removing cell debris and concentrated by ultracentrifugation as described before [26].

### Generation of induced hepatic stem cells (iHepSCs)

Mouse embryonic fibroblasts (MEFs) were isolated from C57BL/6J mouse embryos at embryonic day 13.5 (E13.5) after removing the head and all internal organs. MEFs were maintained in DMEM supplemented with 10% Fetal Bovine Serum (FBS), 1% penicillin/streptomycin, L-glutamine, 2-Mercaptoethanol and MEM non-essential amino acid (All items purchased from Thermo Fisher Scientific). To generate of iHepSC from somatic cells, MEFs (1.0 x 10^4^ cells) were seeded on the gelatin-coated dish. On the next day, the MEFs were infected with lentivirus encoding *Hnf4α* and *Oct4* in MEF medium containing 6 μg/ml protamine sulfate. After 3 days, the MEF medium was switched to hepatocyte Culture Medium (HEP) medium (William’s E Medium supplemented with Primary Hepatocyte Maintenance Supplements). The culture medium was changed every 2 days. We conducted further characterization of iHepSCs at early (P3) and late (p20) passage.

### *In vitro* differentiation of bipotent iHepSCs

For the generation of hepatocyte, iHepSC were seeded on the collagen-coated dish and cultured in HEP medium supplemented with 10 ng/ml Oncostatin M (R&D system). For cholangiocyte differentiation, iHepSCs (0.5 x 10^4^ cells) were mixed with collagen gel and placed on a 4-well dish, as described previously [27]. The culture medium was changed every 2 days.

### *In vitro* functionality of iHepSC-HEP

For glycogen storage, PAS (Muto Pure Chemical) staining was performed following the manufacturer’s instructions. For low-density lipoprotein (LDL) uptake assays, DiI-ac-LDL (Biomedical Technologies) was added the culture medium (200 ng/ml) and incubated for 4 hr. After a wash step, the LDL uptake cells were imaged by fluorescent microscopy (Leica). For ICG detoxification, Indocyanine green (ICG, Sigma) was dissolved in DMSO to achieve 100 mg/ml stock concentration. Cells were cultured in the medium with 1mg/ml ICG for 60 min at 37°C and 5% CO_2_ incubator, followed by washing with PBS three times for uptake assay. These cells were incubated into the ICG-free culture medium for an additional six hr at 37°C and 5% CO_2_ incubator then washed with PBS three times, for release assay. The same spots on the plate were tracked throughout the whole process. To investigate the expression levels of cytochrome P450 (CYP) family genes, fibroblasts, iHepSCs, iHepSCs-HEP, and primary hepatocytes were placed at 60% confluence in HEP medium without dexamethasone supplement. CYP inducers, such as 50 μM 3-methylcholanthrene (3-MC) and 25 μM Rifampicin (Rif), were treated for 72 hours, and the fresh medium containing CYP inducers was replaced every day. Then the expression levels were analyzed by qPCR. Dimethyl sulfoxide (DMSO) was used as a control. For CYP P450 activity assay, the P450-Glo CYP1A2 assay system (Promega) was used according to a modified manufacturer’s protocol. The luminescence was measured by GLOMAX 96 micrometer luminometer (Promega). For quantification of albumin secretion and urea production, the amounts of albumin and urea in the culture media were analyzed using the Albumin ELISA Kit (Bethyl Laboratories) and Urea kit (BioAssay systems) according to the manufacturer’s instructions.

### Rhodamine 123 transport assay

To measure the activity of the membrane channel Multidrug Resistance Protein 1 (Mdr1), the cystic iHepSC-CLC were incubated with 10 μM verapamil (Sigma) for 30 min at 37°C and 5% CO_2_ incubator and the rhodamine assay was performed. Cystic iHepSC-CLCs were incubated with 100 μM rhodamine 123 (Sigma) for 5 min at 37°C and 5% CO_2_ incubator, then washed with PBS three times. Following the completion of each experiment, images were taken using a confocal microscope (Olympus). The fluorescence intensity in the lumen was normalized to the background measured in the surrounding external area.

### RT-PCR and quantitative real-time PCR (qRT-PCR)

The total RNA was isolated from fibroblasts, iHepSCs, iHepSCs-HEP, iHepSCs-CLC and primary hepatocytes using RNeasy Mini Kit (Qiagen) while total RNA from liver tissues and bile duct was extracted using TRIzol Reagent (Invitrogen). All mice were obtained from Hyochang Science (Daegu, South Korea). The adult liver tissue and bile duct were collected from 6-week-old male C57BL/6J mouse, and the embryonic day 14.5 (E14.5) fetal liver tissues were isolated from Pregnant C57BL/6J mouse as described previously [24, 28]. Total RNA (500 ng/mg) was used to synthesize cDNA with Omniscript Reverse Transcriptase (Qiagen) using oligo-dT primers. Reverse transcription polymerase chain reaction (RT-PCR) was performed using Taq polymerase (Invitrogen). Quantitative real-time PCR was performed on instrument LightCycler 480 using SYBR Green I Master (Roche). The experiments were performed in triplicate analysis and normalized to the housekeeping gene (*Gapdh*). Expression levels were compared using the comparative Ct method. The sequences of the primers are listed in S2 Table.

### Immunocytochemistry (ICC) analysis

iHepSCs or iHepSC derivatives were fixed with 4% paraformaldehyde (PFA) for 10 min and permeabilized with 0.1% Triton X-100 for 10 min at room temperature (RT). The cells were incubated with blocking solution (4% FBS in DPBS) for 30 min. Cells were then incubated with primary antibodies for 60 min at RT. Next, the cells were washed with DPBST (0.05% Tween20 in DPBS). The secondary antibodies were incubated in the dark for 60 min. Nuclei were stained with DAPI (Invitrogen). Cells were imaged by fluorescent microscopy (Leica). The antibodies used for analysis are listed in S3 Table. Appropriate positive and isotype control antibodies were used in all immunostaining experiments. The images of these experiments shown in S12 and S13 Figs.

### Growth curve and mean doubling time

Cell proliferation assay was performed as described previously [23]. iHepSC clones (1 × 10^4^ cells) were plated onto 12–well plates and cultivated for 10 days. The cells were collected from triplicate wells and manually counted each day using a hemocytometer (Marienfeld). The average cell numbers on each day were plotted, and the mean doubling time was calculated based on the growth curve.

### Genotyping of iHepSC

Genotyping was performed on genomic DNA isolated from iHepSC using the protocol as previously mentioned [29, 30]. Briefly, iHepSCs lysed by digestion at 55°C in extraction buffer (100 mM EDTA, 50 mM TRIS-HCl, 100 mM NaCl, 1% SDS, and 1.0 mg/ml proteinase K). DNA was precipitated by adding isopropanol, washed twice with 70% ethanol (v/v), and resuspended in Tris-EDTA buffer (pH 8.0). Proteinase K After heat-inactivation for 15 min, PCR was carried out with the following conditions: 94°C 30 s (1 cycle); 94°C 10 s, 57°C 30 s, 72°C 30 s (40 cycles); 72°C 5 min by using vector and CDS specific primer. The primer is listed in S2 Table.

### Microarray analysis

Global gene expression of the following cell populations was profiled by microarray analysis: fibroblasts (MEF), primary hepatocyte (pHep), iHepSC passage 3 (iHepSC-P3) and passage 20 (iHepSC-P20). We compared these samples with previously published data for wild type hepatic stem cells (wtHepSC, Dlk-positive hepatoblasts were sorted by magnetic-activated cell sorting (MACS) from isolated E14.5 mouse liver tissue) [28]. Total RNA of fibroblasts, iHepSC clones (P3, 20) and primary hepatocytes were isolated using an RNeasy mini kit (Qiagen) according to the manufacturer’s instructions. The samples were hybridized to an Affymetrix Mouse 430 2.0 array. Normalization was performed with the Robust Multiarray Analysis (RMA) algorithm [31]. Data processing and graphic producing were performed with in-house developed functions in MATLAB. The hierarchical clustering of genes and samples was performed with the one minus correlation metric and the unweighted average distance (UPGMA) linkage method. Differentially expressed genes were analyzed by comparing gene expression of iHepSC clones, both iHepSC‒P3 and iHepSC‒P20, relative to fibroblasts. Among the highly upregulated genes (˃1.2 fold), genes that are related to hepatic function were screened according to Gene Ontology (GO) term enrichment profiling. Microarray data from the wtHepSCs were downloaded from the GEO database (data accessible at NCBI GEO database [28], accession GSE17462). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [32] and are accessible through GEO Series accession number GSE106347 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106347).

### Transplantation of iHepSCs into mouse liver failure model

All mice were housed in a 12 hr light/dark cycle with free access to water and food. The experimental procedures were carried out in accordance with the approved guidelines, and all protocols were approved by the Animal Care and Use Committee of Ulsan National Institute of Science and Technology (Ulsan, South Korea). For liver fibrosis model, 4 μl/g body weight Carbon tetrachloride (CCl_4_, Sigma) diluted 1:10 in corn oil (Sigma) were intraperitoneally injected into 6-week-old male C57BL/6J mice (n = 12) twice a week for 7 weeks as previously described [33]. iHepSCs (2 x 10^6^ cells/mouse) that were transduced with GFP vector before transplantation were dissociated by 0.05% trypsin-EDTA and transplanted by intrasplenic injection to liver under anesthesia. To localize transplanted iHepSCs, the livers were harvested at day 3 after cell transplantation. Mice were subsequently sacrificed at the indicated times after a one-week washout to eliminate acute effects of CCl_4_. At the end of the experiment period, plasma was collected from each mouse and stored at -80°C. Liver tissues from each mouse were excised and immediately snap-frozen in liquid nitrogen for further RNA analysis. A portion of the fresh liver was preserved in 4% PFA for histopathological analysis.

### Histological analysis

The liver tissues were fixed overnight in 4% PFA, embedded in paraffin or O.C.T compound (Leica) and sectioned sequentially at 8–15 μm. The sections were permeabilized with 0.2% Triton X–100 and blocked with CAS–Block solution (Invitrogen) to prevent non–specific binding. For immunofluorescence staining analysis, the sections were incubated with primary antibodies diluted in CAS–Block solution overnight at 4°C. After the primary antibody incubation, the sections were washed with DPBST three times for 10 min each. The following secondary antibodies were diluted in PBS and applied for 60 min. Images were visualized by fluorescence microscopy (Leica). The primary antibodies used for analysis are listed in S3 Table. The nucleus was stained with hematoxylin (Sigma) and blued in 0.2% ammonium hydroxide. Tissue was then placed in Eosin Y solution (Sigma) and followed by several washings and dehydrating. Slides were mounted with a mounting solution (Leica).

### Quantitative analysis of liver fibrosis

For quantification of the fibrotic liver tissue, the paraffin sections were stained with picrosirius red (Abcam) according to the manufacturer’s instructions. Images were obtained using a light microscope (Olympus) equipped with a CCD camera. The areas of staining were quantitated using the software Image J 1.51J (National Institutes of Health, Bethesda, MD) as described previously [34, 35]. Briefly, the red area, considered the fibrotic area, was assessed by computer-assisted image analysis with Image J at a magnification of ×100. The mean value of 3 randomly selected areas per sample was used as the expressed percent area of fibrosis.

### Assessment of liver function

Blood serum samples were taken for assessment and the amount of ALT (Alanine transaminase) was estimated by using the model of 7020 clinical analyzer (Hitachi).

### Teratoma formation assay

Teratoma formation assay was performed as described previously [29, 30]. iHepSCs (2 x 10^6^ cells/mouse) were injected subcutaneously of the dorsal flank of 5 athymic nude mice. 12 weeks after the injection, mice were sacrificed for analysis of teratoma formation. The experimental procedures were approved by the Animal Care and Use Committee at Ulsan National Institute of Science and Technology (Ulsan, South Korea).

### Statistical analysis

Data are reported as mean values from at least three replicates. Error bars denote standard deviation (SD). Statistical significance was evaluated with unpaired two-tailed Student’s t-test using Microsoft Excel. (*p < 0.05).

## Result

### Generation of induced hepatic stem cells (iHepSCs) by *Oct4* and *Hnf4α*

*Oct4* and *Hnf4α*–induced hepatic stem cells (iHepSCs) from fibroblasts were generated by a series of steps (Fig 1A). We confirmed that parental cells were not contaminated with hepatocytes or hepatic stem cells by immunostaining with hepatic lineage markers (S1A Fig). Ten days after transduction of *Oct4* and *Hnf4α* (2F) to the fibroblast, we observed typical epithelial-like cell morphology in 2F-transduced cells, which are distinct from the parental cells (Fig 1B and 1C). Then at day 14 2F-transduced epithelial-like cells formed colony-like structures (Fig 1D, dashed circle). However, we observed no morphological changes when either *Oct4* or *Hnf4α* was used alone (S1B Fig). The colonies were mechanically isolated and transferred to the collagen-coated dish (Fig 1E). Finally, we established three iHepSC clones and named them iHepSC-C1, iHepSC-C2, and iHepSC-C3 (Fig 1F and 1E). iHepSCs could maintain homogeneously on the collagen-coated dish (Fig 1G). iHepSCs showed a cuboidal morphology with clear nuclei and a high nucleus/cytoplasm ratio. iHepSC clones (C1-C3) commonly expressed hepatoblasts and early hepatocyte-specific markers, including *Hnf4α*, *Epcam*, *E-cad*, *Gata6*, *Ck19*, and *Afp* (Fig 1H). We also confirmed the integration of both *Oct4* and *Hnf4α* transgenes within these isolated iHepSC clones by genotyping PCR (S1D Fig). We evaluated the population-doubling times of iHepSC clones during in vitro expansion (n = 3). The population doubling time of iHepSC-C3 was 29.19 ± 0.17 hours, which is significantly less than other clones (38.44 ± 0.28 hours for iHepSC-C1; 38.25 ± 0.25 hours for iHepSC-C2) and parental cells (83.56 ± 3.03 hours), respectively. Further analysis of iHepSC was performed in detail with iHepSC-C3 among the iHepSC clones (S1E Fig). These data indicate that *Oct4* and *Hnf4α* are sufficient to convert somatic cells into HepSCs.

**Fig 1:**
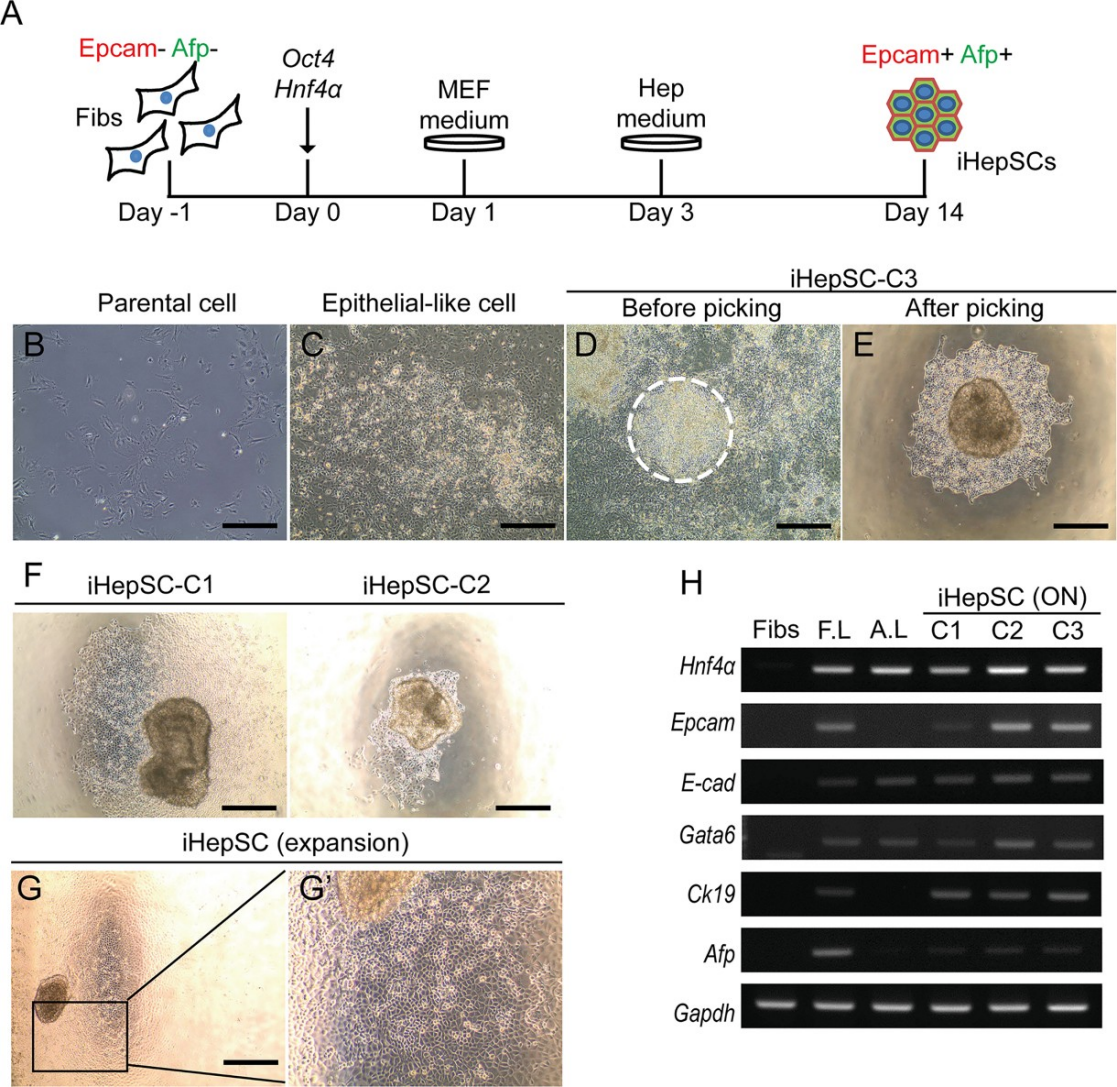
Generation of induced hepatic stem cells (iHepSCs) from fibroblasts by overexpressing of *Oct4* and *Hnf4α*. (A) Direct conversion scheme for iHepSCs. Mouse fibroblasts (Fibs) were infected with lentivirus expressing *Oct4* and *Hnf4α* (2F). The virus contained medium was changed to fresh MEF medium at one day post-infection (dpi). The culture medium was switched to HEP medium (at day 3), and maintained until iHepSC colonies appeared. (B) Image of parental cells before viral infection. (C) Image of typical epithelial cell clusters at 10 dpi. (D) Image of iHepSC colonies at day14. (E) Image of iHepSC-C3 after picking. The white dashed circle in (D) indicates the isolated colony. Scale bars: 250 μm. (F) Images of iHepSC-C1 and iHepSC-C2. Scale bars: 250 μm. (G-G’) Expansion of isolated iHepSC colony. The black box enlarged in (G’). Scale bars: 250 μm. (H) Gene expression analysis of HepSC and hepatocyte- specific markers in fibroblasts (Fibs), three iHepSC clones (C1~3) and liver tissues (E14.5 fetal liver: F.L; adult liver: A.L).

### Characterization of iHepSCs

To investigate whether iHepSCs possess the characteristics of hepatic stem cell, we analyzed iHepSCs in detail. iHepSCs in both early (P3) and late (P20) passage showed a similar morphology (Fig 2A and 2B) and had a similar doubling time (DT) (Fig 2C). The mean of DT (n = 3) was 29.09 ± 0.63 and 28.86 ± 0.17 hours, respectively. Therefore, the results showed that iHepSCs could maintain the self-renewal capacity in long-term culture. Immunostaining assay revealed that iHepSCs maintain the protein expression of hepatic stem cell markers including Epcam (31.2 ± 10.3%), Hnf4α (81.3 ± 5.0%), Afp (83.3 ± 2.7%), and Ck19 (93.2 ± 0.8%) (Fig 2D, S8, S12, and S13 Figs). The exogenous expression of *Oct4* and *Hnf4α* mRNA was silenced in both early and late passages (S1G Fig). To determine whether parental or pluripotent cells are present in the iHepSCs population, we immunostained iHepSCs with fibroblast (Vimentin) or pluripotency marker (Oct4). We could not observe Vimentin-positive or Oct4-positive cells in the iHepSCs population (S1C and S1F Fig). To evaluate the overall molecular status of iHepSCs, we analyzed the global gene expression profiles of iHepSCs (early and late passages) compared with freshly isolated primary hepatocytes (pHep) and the wild-type hepatic stem cells (wtHepSCs) that have been reported in a previous study [28]. 

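Expression was measured on 7 Affymetrix Mouse 430 2.0 arrays, 4 of MEF, the fibroblasts from which the cells were derived, 2 of iHepSCs and 1 of pHep. The iHepSC arrays are 1 at P3 (replicate 1) and 1 at P20 (replicate 2), so that each passage was measured once. The paper states that it took iHepSC-C3 for detailed analysis, and does not name the clone of these arrays. Both may come from that clone. Their spread then lies within 1 line, and variation between clones or conversions was not tested. The wtHepSC arrays were not analysed here. The replicates are numbered but not said to come from separate cultures, and the p-values given with them measure only the spread between these samples, which may be technical. The authors deposited log2 expression values of 45101 probe sets after RMA normalization, with array medians between 6.28 and 6.33. Of these probe sets, 34958 carried 1 gene symbol, 932 carried several and 9211 carried none in the annotation used. Each of 18193 genes was read by its probe set with the highest mean over the 7 arrays, and for the 9010 genes with more than 1 probe set this choice can change the value. Group means were compared with limma over all 7 arrays, and a gene was called higher or lower at an adjusted p under 0.05. The single pHep array adds nothing to the estimate of the spread, which comes from MEF and iHepSCs, and the number of arrays limits the precision of every comparison. The MEF arrays were not alike. Replicates 2, 3 and 4 correlated with each other at 0.997 over all probe sets, whereas replicate 1 correlated with them at 0.960 to 0.961. Mki67, a marker of dividing cells, had a log2 level of 8.18 on replicate 1 and a mean of 11.49 on the other 3 arrays, and the cell cycle inhibitor Cdkn2a had levels of 12.93 and 7.91. Markers of macrophages stood high on the pHep array. Of 12 Kupffer cell and macrophage markers, 9 were higher on pHep than in MEF and 0 were lower (camera, adjusted p = 9.30e-05, and adjusted p = 0.258 with an estimated correlation), or 9 and 1 when adjusted over the list alone. Without MEF replicate 2 or 4, without either iHepSC replicate or with each array centred on Gapdh, 5 of them were higher, and without MEF replicate 1, 1 was lower.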

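Most fibroblast genes were lower, and most epithelial genes higher, in iHepSCs and in pHep than in MEF. Of 27 fibroblast and mesenchymal genes, 26 were lower in iHepSCs than in MEF and none was higher (limma, 26 lower when adjusted over the list alone), with a median log2 difference of -4.05 (camera, adjusted p = 4.49e-18, and adjusted p = 0.0582 with an estimated correlation). The member that did not pass the test was Twist1. Vim, which encodes vimentin, had a log2 difference of -0.52 (adjusted p = 0.0112). It was still at 14.08 in iHepSCs, against 14.60 in MEF. By immunostaining, the paper could find no Vimentin-positive cells among iHepSCs. Pdgfrb, the receptor for PDGF on mesenchymal cells, was at 11.89 ± 0.49 (SD, n = 4) on the log2 scale in MEF and 3.41 ± 0.15 (SD, n = 2) in iHepSCs (standard error 0.31, adjusted p = 9.85e-06). The collagen gene Col3a1 fell by 8.38 (standard error 0.37, adjusted p = 2.10e-05). On the pHep array 24 of the same 27 genes were below MEF and 0 above (25 below when adjusted over the list alone; camera, adjusted p = 9.95e-13, and adjusted p = 0.0571 with an estimated correlation), and 1 was above without MEF replicate 1. The fibroblast genes stood higher on MEF replicate 1 than on the mean of the other 3 MEF arrays, by a median of 0.40. Of 23 epithelial junction and identity genes, 13 were higher in iHepSCs than in MEF and 0 were lower (13 and 0 when adjusted over the list alone; camera, adjusted p = 9.18e-05, and adjusted p = 0.0690 with an estimated correlation), and 1 was lower without MEF replicate 1. Cdh1, the adhesion molecule E-cadherin, rose from 4.05 ± 0.19 (SD, n = 4) to 12.80 ± 0.03 (SD, n = 2), and Dsp, a component of desmosomes, rose by 6.26 (standard error 0.65, adjusted p = 0.000756). On pHep, 15 epithelial genes were higher than in MEF and 2 were lower, the latter count being 4 without MEF replicate 1 and 1 without MEF replicate 3 or 4 or without either iHepSC replicate. With each array centred on Gapdh none was lower.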

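Among all genes whose 2 iHepSC arrays lay on the same side of all 4 MEF arrays, the 10 largest rises were those of Ms4a4b, Trap1a, Dmbt1, 2210407C18Rik, Cldn2, Ugt2b34, Apob, Cdh1, Anxa13 and Bst1, by 8.67 to 9.72 on the log2 scale. The ranking reads each gene by its probe set with the highest mean. On its other probe sets Ttr rose by more than any of these, by 9.83, 10.05 and 10.35. The 10 largest falls were those of Ptgs2, Fstl1, Armcx2, Cdh11, Fscn1, Thbs1, Nid1, Pdgfrb, Myl9 and Col3a1, with log2 differences of -8.38 to -9.45. Some levels behind these rises and falls were near the lowest values of the arrays (3.01 to 3.19). Pdgfrb was at 3.41 and Ptgs2 at 3.67 in iHepSCs, and Ms4a4b was at 3.92 and Cdh1 at 4.05 in MEF. The size and order of such rises and falls are uncertain. Cldn2 encodes a tight junction protein, Apob the main protein of VLDL particles, and Ptgs2 a prostaglandin synthase. In pHep, measured on a single array, the largest rises over MEF were those of Fga (10.07), Fgb (9.95), Lcn2 (9.83), Fgg (9.80) and Serpina1b (9.55). Fga, Fgb and Fgg encode fibrinogen chains and Serpina1b a protease inhibitor. The largest falls were those of Cdh11 (-8.96), Ptgs2 (-8.94), Ptn (-8.79), Gja1 (-8.23) and S1pr3 (-7.80). Ptn was at 3.60 on the pHep array and Fga at 4.13 in MEF, and the size and order of such changes are uncertain too. Over all probe sets, the first principal component held 63.2% of the variance and placed the MEF arrays at scores of -106 to -61.9, iHepSCs at 122 and 131 and pHep at 126. The second component held 23.8% and parted pHep, at 145, from iHepSCs, at -76.8 and -70.8. The third held 10.8% and set MEF replicate 1, at 109, apart from the other MEF arrays, at -30.4 to -28.1. The mean Pearson correlation between arrays, across probe sets, was 0.914 for iHepSC with pHep, 0.892 for iHepSC with MEF and 0.867 for pHep with MEF. Probe sets are not independent replicates, and no test was made. Over the 1000 most variable probe sets, the correlations were 0.267 for iHepSC with pHep, -0.386 for iHepSC with MEF and -0.256 for pHep with MEF. Across genes, the log2 differences of iHepSCs and of pHep from MEF had a correlation of 0.613 and a covariance of 1.07. Both share the MEF arrays as controls: unchanged groups simulated against these arrays gave a mean correlation of 0.262 and a covariance of 0.0195, and separate pairs of MEF arrays for the 2 comparisons gave 0.584 to 0.586 and 1.04. Past the test, 1579 genes were higher and 1483 lower in both cell populations than in MEF, while 159 were higher in iHepSCs and lower in pHep and 136 the reverse. No value for unchanged groups was computed for these counts, which share the MEF arrays too.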

Principal Component Analysis (PCA) and heatmap analysis of wtHepSC, pHep and iHepSC showed similar global transcriptome profiles, whereas parental cell (MEF) had a distinct gene expression pattern (Fig 2E and S2A Fig). Moreover, the distinct heatmap and the pairwise scatter plots showed high similarity between wtHepSC and iHepSC in hepatic lineage-specific genes, including *Gata6*, *Sox9*, *ck19*, *ck18*, *Hhex*, *Ttr*, *Epcam*, *Afp*, and *Alb* (Fig 2F–2G and S2B Fig). 

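The MEF, iHepSC and pHep arrays give levels for all 9 of these genes. Compared with MEF, 7 were higher in iHepSCs, 1 was lower and 1 did not pass the test (7 and 1 when adjusted over the list alone). The paper shows these genes for the same samples, and the count is not taken as independent evidence of a direction. Camera gave an adjusted p of 0.000337, and adjusted p = 0.0648 with an estimated correlation. Alb (Entrez gene 11657), the albumin gene, had a log2 level of 5.59 ± 0.23 (SD, n = 4) in MEF, 14.06 ± 0.46 (SD, n = 2) in iHepSCs and 15.13 on the pHep array, a rise of 8.47 in iHepSCs (standard error 0.23, adjusted p = 2.89e-06). Ttr (Entrez gene 22139), the plasma carrier transthyretin, rose from 7.95 ± 0.16 (SD, n = 4) to 14.40 ± 0.05 (SD, n = 2) (standard error 0.13, adjusted p = 1.08e-06) and was at 14.73 in pHep. On its other probe sets Ttr rose by 9.83, 10.05 and 10.35, from MEF levels of 4.67, 4.57 and 3.65. Afp (Entrez gene 11576), the fetal counterpart of albumin, rose by 5.74 (standard error 0.41, adjusted p = 0.000156) to 10.49 and was at 12.44 in pHep. Its other probe sets had log2 differences of 4.60, 3.57, 0.25 and 0.15. The keratin genes ck18 (16668) and ck19 (16669) rose by 5.00 (standard error 0.35, adjusted p = 0.000142) and 5.16 (standard error 0.55, adjusted p = 0.000851). On the pHep array ck18 was at 14.24, and ck19 did not pass the test between pHep and MEF (adjusted p = 0.542). The transcription factor genes Gata6 (14465) and Hhex (15242), both needed for liver bud development, rose by 4.53 (standard error 0.30, adjusted p = 0.000109) and 3.09 (standard error 0.21, adjusted p = 0.000131). The other probe sets of Gata6 had log2 differences of 3.21 and 0.38. Sox9 (20682), a regulator of bile duct cells, was 7.47 ± 0.28 (SD, n = 4) in MEF and 6.22 ± 0.22 (SD, n = 2) in iHepSCs (standard error 0.21, adjusted p = 0.00530), and 10.90 in pHep. Its fall did not pass the test without iHepSC replicate 2 (adjusted p = 0.0608) or with each array centred on Gapdh (adjusted p = 0.0871). Of the 3 probe sets of Sox9, 2 were lower in iHepSCs than in MEF, with log2 differences of -1.25 and -1.55, and the third was at 4.37 in MEF, 4.20 at P3, 4.30 at P20 and 4.36 in pHep, so that neither the fall nor the high level in pHep shows on it. Epcam (17075), a surface marker of hepatic progenitors, was 8.24 ± 0.06 (SD, n = 4) in MEF and 8.09 ± 0.07 (SD, n = 2) in iHepSCs (adjusted p = 0.286). Its reading depended on the probe set: with probe sets of suffix _x_at or _s_at left out, the log2 difference was 4.50 (adjusted p = 9.13e-06), and with the mean of all its probe sets 2.17 (adjusted p = 4.18e-05).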

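Liver transcription factors and hepatoblast markers, 2 lists that share members such as Foxa2 and Hhex, held genes higher in iHepSCs than in MEF, and Igf2 and Dlk1 were among the hepatoblast markers that fell. Of 22 liver transcription factors, 12 were higher in iHepSCs than in MEF, 0 were lower and 10 did not pass the test (12 higher when adjusted over the list alone; camera, adjusted p = 5.34e-05, and adjusted p = 0.0582 with an estimated correlation). Onecut2, a factor of early liver and bile duct cells, rose by 4.57 (standard error 0.11, adjusted p = 1.89e-06). On the pHep array 17 of the factors were higher than in MEF and 0 were lower (camera, adjusted p = 5.69e-12), and 1 was lower without MEF replicate 1. Of 22 hepatoblast markers, 12 were higher in iHepSCs, 5 were lower and 5 did not pass the test (12 and 5 when adjusted over the list alone; camera, adjusted p = 0.0240, and adjusted p = 0.173 with an estimated correlation). The camera call did not pass without MEF replicate 1 (adjusted p = 0.0590) or with each array centred on Gapdh (adjusted p = 0.104). The 5 lower markers were Igf2, Dlk1, Gpc3, Sox9 (on 2 of its 3 probe sets) and Anpep. The fetal growth factor Igf2 fell by 5.98 (standard error 0.17, adjusted p = 3.57e-06), from 13.36 to 7.37. Dlk1, the surface protein used to sort hepatoblasts, fell by 4.01 (standard error 0.58, adjusted p = 0.00305), and its log2 difference was -0.70 (adjusted p = 0.0745) with probe sets of suffix _x_at or _s_at left out. The log2 differences of Gpc3 and Anpep were -2.45 and -0.80. Without iHepSC replicate 1 neither passed (adjusted p = 0.0890 and 0.0506), and without iHepSC replicate 2 Gpc3 did not (adjusted p = 0.0814). Without either iHepSC replicate, or with each array centred on Gapdh, 3 markers were lower.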

We analyzed the gene ontology (GO) term enrichment profiling of iHepSCs using a set of genes that are involved in various hepatic functions, such as epithelial cell differentiation, lipid biosynthetic process, glucose-, xenobiotic-, bile acid-, steroid-, fatty acid- and cholesterol metabolic process. Numerous hepatic functional genes were highly enriched in iHepSCs compared to MEF (S2C Fig and S1 Table). 

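Plasma protein and fatty acid oxidation genes were among those higher in iHepSCs than in MEF, and cholesterol synthesis genes among those lower. Of 24 plasma protein genes, 17 were higher and 1 was lower (18 and 1 when adjusted over the list alone; camera, adjusted p = 1.08e-07, and adjusted p = 0.0384 with an estimated correlation). Apob rose by 8.86 (standard error 0.28, adjusted p = 4.90e-06), from 5.18 ± 0.43 (SD, n = 4) to 14.04 ± 0.02 (SD, n = 2), and the member that fell was Apoe, by 3.00 (standard error 0.18, adjusted p = 6.86e-05). Of 26 coagulation and complement genes, 10 were higher and 1 was lower (10 and 1 when adjusted over the list alone; camera, adjusted p = 0.00764, and adjusted p = 0.114 with an estimated correlation). Without MEF replicate 1, 3 were lower and the camera adjusted p was 0.0590. C9, a component of the membrane attack complex, rose by 6.45 (standard error 0.20, adjusted p = 5.27e-06) and complement factor B, Cfb, by 4.60 (standard error 0.21, adjusted p = 2.22e-05). Masp1 fell by 2.69 (standard error 0.27, adjusted p = 0.000658), but its log2 difference was 0.14 with probe sets of suffix _x_at or _s_at left out. Of 13 fatty acid oxidation genes, 11 were higher and 0 were lower (12 higher when adjusted over the list alone; camera, adjusted p = 4.33e-05, and adjusted p = 0.173 with an estimated correlation), with 7 higher without iHepSC replicate 1 and 6 without iHepSC replicate 2. Fabp1, the liver fatty acid binding protein, rose by 3.77 (standard error 0.15, adjusted p = 1.49e-05), and the peroxisomal enzyme Ehhadh by 3.58 (standard error 0.25, adjusted p = 0.000135). Of 17 cholesterol synthesis genes, 13 were lower and 0 were higher (13 lower when adjusted over the list alone; camera, adjusted p = 2.92e-05, and adjusted p = 0.104 with an estimated correlation), among them Hsd17b7 with a log2 difference of -1.67 and Idi1 with -1.38. Without iHepSC replicate 2, 7 were lower, without MEF replicate 1, 1 was higher, and with each array centred on Gapdh, 6 were lower and 1 was higher.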

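Genes of the urea cycle, of glucose and bile acid metabolism and of the cytochrome P450 family went both ways in iHepSCs, and camera did not call any of these 4 lists. In the urea cycle, 3 of 7 genes were higher and 1 was lower (3 and 1 when adjusted over the list alone; camera, adjusted p = 0.680): the log2 differences were 1.55 for Otc, 0.75 for Slc25a15, 0.71 for Cps1 and -0.53 for Asl. With the mean of its probe sets Slc25a15 did not pass the test (adjusted p = 0.318). The call of Cps1 was lost (adjusted p in parentheses) without MEF replicate 2 (0.0715), MEF replicate 3 (0.0756), iHepSC replicate 1 (0.0698) or iHepSC replicate 2 (0.202), and that of Asl without MEF replicate 2 (0.0582), MEF replicate 3 (0.0508), MEF replicate 4 (0.0614), iHepSC replicate 1 (0.0966) or iHepSC replicate 2 (0.144), and also with each array centred on Gapdh (0.865). Of 9 cytochrome P450 genes that the study names, and so not an independent choice, 1 was higher, Cyp3a13 by 5.53 (standard error 0.15, adjusted p = 3.09e-06), and 1 was lower, Cyp1b1, which fell by 6.02 (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.792). Without MEF replicate 1, or with each array centred on Gapdh, 2 were higher. Of 11 genes of glucose and glycogen metabolism, 4 were higher and 1 was lower (4 and 1 when adjusted over the list alone; camera, adjusted p = 0.454): the glucose transporter Slc2a2 by 3.10, Ppargc1a by 1.60, Khk by 1.30 and G6pc by 0.83. The member that fell was the glycogen phosphorylase Pygl, which fell by 1.77 (standard error 0.12, adjusted p = 0.000144). The call of Ppargc1a was lost without MEF replicate 2 (0.0877), MEF replicate 3 (0.0789), MEF replicate 4 (0.0908) or iHepSC replicate 2 (0.187). Of 16 genes of bile acid synthesis and transport, 3 were higher and 1 was lower (3 and 1 when adjusted over the list alone; camera, adjusted p = 0.326). The hydroxylase Cyp27a1 rose by 5.42 (standard error 0.13, adjusted p = 2.09e-06), Hsd3b7 by 3.52 and the bile acid receptor Nr1h4 by 1.91, and Cyp7b1 fell by 2.67.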

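The pHep array, as the liver reference, was above MEF in 23 of 24 plasma protein genes, 24 of 26 coagulation and complement genes, 6 of 7 urea cycle genes, 7 of 9 cytochrome P450 genes, 9 of 11 genes of glucose and glycogen metabolism, 11 of 16 of bile acid synthesis and transport and 12 of 13 of fatty acid oxidation (camera adjusted p of 3.29e-24, 1.25e-22, 2.60e-06, 0.000118, 4.14e-11, 2.20e-07 and 1.14e-08). With an estimated correlation, adjusted p = 0.0926 for the urea cycle and 0.0688 for fatty acid oxidation, and under 0.05 for the other 5 lists. Of the cholesterol synthesis genes, 4 were higher in pHep and 2 were lower (camera, adjusted p = 0.129), counts that were 9 and 5 without MEF replicate 1 and 2 and 0 with each array centred on Gapdh. Without MEF replicate 2, 3 or 4, 1 was lower. Members of these lists near the MEF level on pHep, none past the test, include Serpina6 (-0.07), Ass1 (-0.05), Cyp2e1 (-0.22), Cyp8b1 (-0.23) and Slco1a1 (-0.07). Afp was at 12.44 on the same array. How mature the hepatocytes of this single array were was not tested. The macrophage receptor Vsig4 was at 11.57 on this array and 5.31 in MEF. Over all 18193 genes, 3310 were higher and 2446 lower in iHepSCs than in MEF, and 2696 were higher and 2814 lower in pHep. These counts rest in part on single arrays. For iHepSCs they were 5638 and 4514 without MEF replicate 1, 1973 and 1375 without iHepSC replicate 1, and 1833 and 1299 without iHepSC replicate 2, and for pHep they were 4917 and 5743 without MEF replicate 1. Without MEF replicate 3, the count of lower genes in pHep was 1843. With each array centred on Gapdh, 81.2% of the genes called in iHepSCs were higher, against 57.5% with the values as deposited. That centring raises every log2 difference between iHepSCs and MEF by 0.49.

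**Figure D1:**
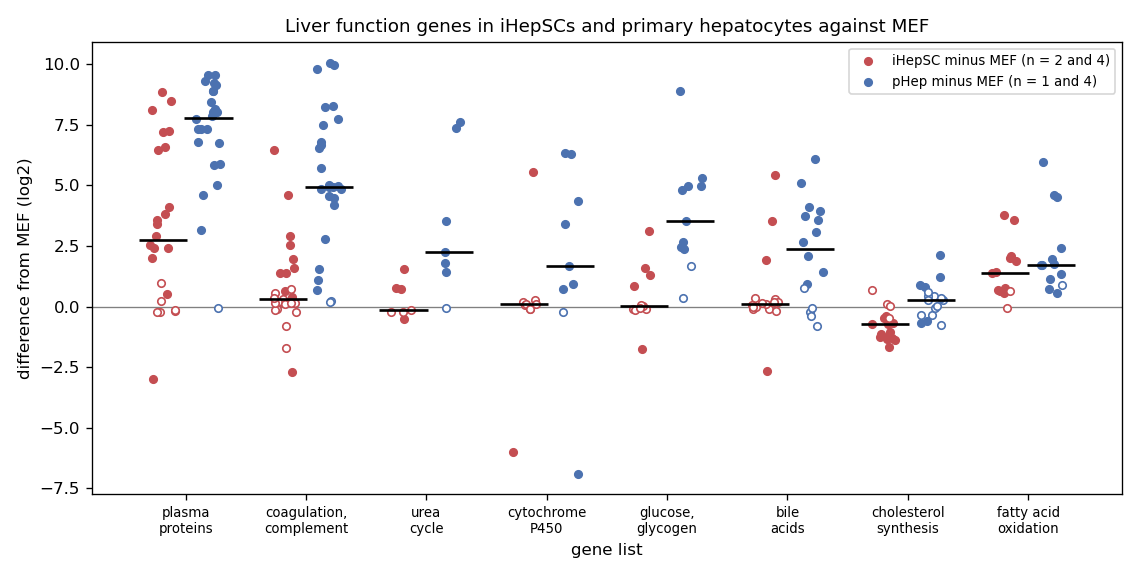
Log2 differences from MEF of the single genes of 8 liver function lists, in iHepSCs (red, mean of 2 arrays) and in pHep (blue, 1 array). Filled points passed the test, open points did not, and black bars mark the median of each list. The plasma protein and coagulation genes of pHep reach log2 differences of 9 to 10, and those of cholesterol synthesis lie mostly below 0 in iHepSCs, where centring on Gapdh would move every point up by 0.49.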

We also performed a gene set enrichment analysis between iHepSC and wtHepSC. We found that iHepSC was abundant in genes that are related to inflammatory response, xenobiotic stimulus regulation, and digestion compared to wtHepSCs (S2D Fig). To validate the microarray data, we examined the transcriptional levels of hepatic lineage-specific genes including, *Epcam*, *Gata6*, *Foxa2*, *Hnf4a*, and *ck19* by qPCR (n = 3). 

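On the arrays, which are separate measurements from qPCR, Gata6, Foxa2, Hnf4a and ck19 were higher in both iHepSC arrays than in all 4 MEF arrays, and Epcam, read by its brightest probe set, was not. Foxa2, a pioneer factor of endoderm, was at a log2 level of 12.21 at P3 and 12.22 at P20, against 5.97 ± 0.48 (SD, n = 4) in MEF, a difference of 6.24 (standard error 0.30, adjusted p = 3.14e-05). Hnf4a, one of the 2 reprogramming factors and a master regulator of hepatocytes, was at 12.07 at P3 and 11.88 at P20, against 7.46 ± 0.06 (SD, n = 4), a difference of 4.52 (standard error 0.10, adjusted p = 1.66e-06). The array values do not tell the endogenous transcript from the transgene. By qPCR with primers for the transgenes, the paper reports that both were silenced at P3 and P20. With probe sets of suffix _x_at or _s_at left out, the difference of Hnf4a was 0.13 (adjusted p = 0.454). Gata6 was at 11.73 at P3 and 11.98 at P20, and ck19, read by the probe set of Krt19, at 14.43 and 14.07. Epcam was at 8.04 and 8.14, but its reading depended on the probe set, and the difference from MEF was 4.50 (adjusted p = 9.13e-06) with probe sets of suffix _x_at or _s_at left out and 2.17 (adjusted p = 4.18e-05) with the mean of all its probe sets. With Afp, 5 of these 6 genes were higher in iHepSCs and 0 were lower (5 higher when adjusted over the list alone; camera, adjusted p = 0.000504, and adjusted p = 0.0678 with an estimated correlation). The paper names all of them but Afp for its qPCR, and Afp among its hepatic lineage genes, and this count is not independent evidence of a direction.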

Following the microarray data, the mRNA expressions of hepatic lineage-specific genes were up-regulated in both early and late iHepSCs relative to the fibroblasts (Fig 2H). These results thus demonstrate that iHepSCs are expandable and sustain HepSC phenotypes in long-term culture.

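Cell cycle genes were lower on the P20 array of iHepSCs than on the P3 array, whereas members of the liver gene lists went both ways. The median log2 difference of P20 from P3 was 0.07 over the 24 plasma protein genes, 0.06 over the 26 coagulation and complement genes and 0.00 over the 22 liver transcription factors. These medians lay at the 94.8, 93.5 and 48.9 percentiles of 10000 random lists of the same size matched on mean expression. At P20, 15 of the plasma protein genes were higher and 9 lower, as were 14 and 12 of the coagulation and complement genes and 11 and 10 of the factors. Liver genes higher at P20 include Gsta3, a glutathione transferase, at 9.51 at P3 and 10.80 at P20, Apoc3 at 8.88 and 9.73 and F2 at 7.37 and 8.13, and those lower include C9 at 12.72 and 12.14, Fabp1 at 8.58 and 8.16, Agt at 8.87 and 8.50 and Hhex at 9.33 and 8.98. The 20 cell cycle genes were lower at P20 by a median difference of -0.78, below all 10000 random lists, and the 12 immediate early and heat shock genes by -0.41, also below all of them. Mki67 was at 10.07 at P3 and 9.19 at P20. The percentile was 0.55 for the 27 fibroblast and mesenchymal genes, with a median difference of -0.10, and 9.57 for the 22 hepatoblast markers, with -0.05. Low percentiles were also those of the 18 acute phase and inflammatory genes (0.11, with a median difference of -0.14), the 9 cell cycle inhibitors and genes of the p53 pathway (0.21, with -0.20) and the 14 cholangiocyte markers (0.75, with -0.13). Percentiles describe these 2 arrays only: the random lists take their genes as independent, whereas the cell cycle genes had an estimated correlation of 0.848 with each other, and a single shift shared by them would place their list outside all random lists. Among genes with a mean of at least 6 over both arrays, the largest positive differences were those of Tff3, a peptide secreted by goblet cells, at 8.64 and 10.94, Lrrn1 at 5.57 and 7.77, Resp18 at 6.30 and 8.25, Fam107a at 9.35 and 11.22 and Obp2a at 6.50 and 8.32. The largest negative ones were those of Serpinb2 (7.41 and 5.17), Ankrd37 (9.31 and 7.30), the keratin Krt79 (9.69 and 7.74), AA467197 (9.13 and 7.23) and Sprr1a (10.67 and 8.89). Of all probe sets, 193 differed over 2-fold between the passages, 78 of them higher and 115 lower at P20. Between pairs of MEF replicates 2, 3 and 4 the number was 12 to 20, and between MEF replicate 1 and each of these 5268 to 5506. With 1 array per passage, these differences have no replicate check and compare 2 arrays, not the passages. From the profiles of iHepSCs at both passages, with their morphology, doubling time, immunostaining and qPCR, the paper concludes that these cells can be expanded and keep the properties of hepatic stem cells over long-term culture.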

**Fig 2:**
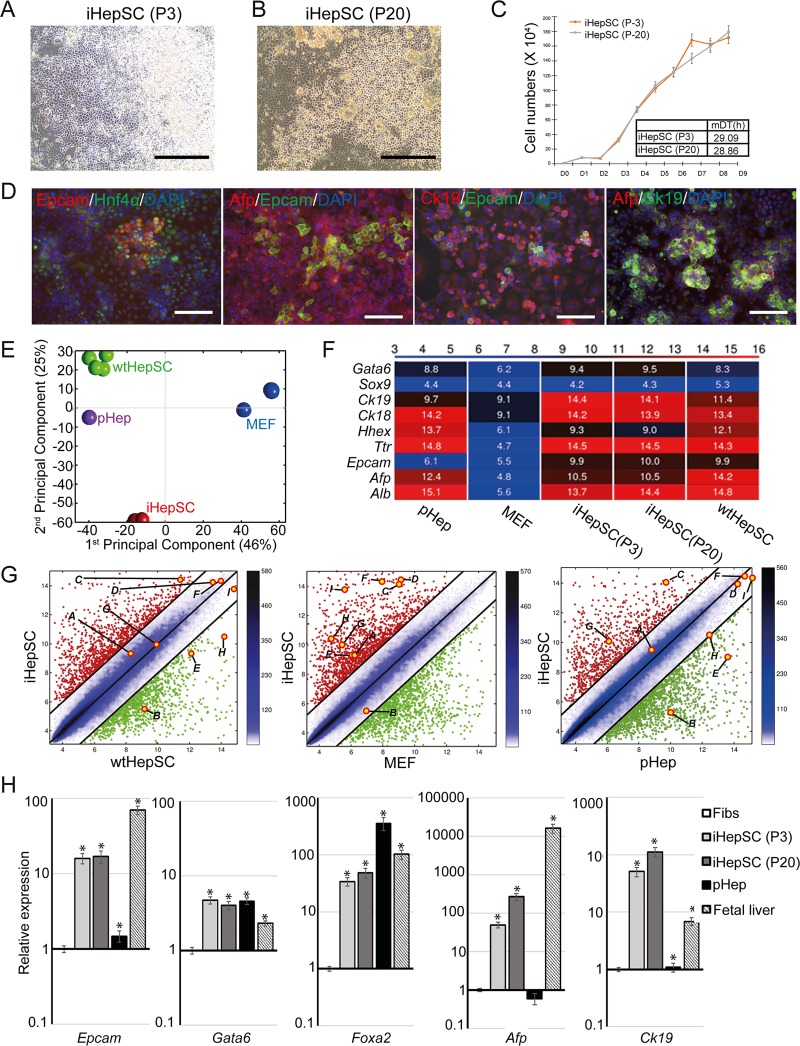
Characterization of iHepSCs. (A-B) Images of iHepSCs at early passage (passage 3, P3, A) and late passage (passage 20, P20, B). Scale bar: 250 μm. (C) Growth curves for iHepSCs at early and late passage. The points refer to the cell numbers of iHepSCs on each day. The table represents the mean doubling time (mDT) of early (P3) and late (P20) iHepSCs for ten days. The experiment was carried out triplicate (n = 3). (D) Immunofluorescence images of iHepSCs stained with HepSC markers (Epithelial cell adhesion molecule: Epcam; hepatocyte nuclear factor 4 α: Hnf4; α-fetoprotein: Afp; Cytokeratin19: Ck19). The cells were counterstained with DAPI. Scale bar: 150 μm. (E) PCA analysis of mouse embryonic fibroblasts (MEF), wild-type HepSC (wtHepSC), primary hepatocytes (pHep) and iHepSCs (early and late passage). (F) Heatmap analysis of the selected genes involved in the hepatic lineage. The color bar in the top codifies the gene expression level in log2 scale. (G) Pairwise scatter plots of samples; iHepSC vs. wtHepSC, iHepSC vs. MEF, and iHepSC vs. pHep. Hepatic markers were labelled as follow; (a) *Gata6*, (b) *Sox9*, (c) *Ck19*, (d) *Ck18*, (e) *Hhex*, (f) *Ttr*, (g) *Epcam*, (h) *Afp*, (i) *Alb*. (H) Expressional levels of hepatic genes of the parental cell (Fibs), fetal liver, iHepSC (early and late passage) and pHep. The transcriptional levels were normalized to the housekeeping gene (*Gapdh)*. Error bars indicate standard errors from triplicate samples (n = 3). *, P<0.05.

### Differentiation of bipotential iHepSCs into hepatocyte- and cholangiocyte-like cells

We investigated whether the expandable iHepSCs possess the bipotency to differentiate into hepatocytes and cholangiocytes. To differentiate iHepSC into hepatocytes, we plated iHepSCs on a collagen-coated dish in the HEP medium as described previously [11, 13]. We evaluated the expression of mature hepatocyte markers in hepatocyte-like cells derived from iHepSC (iHepSC-HEPs) (S3 Fig). Immunostaining revealed that iHepSC-HEPs expressed hepatic markers including Afp (64.8 ± 4.4%), Albumin (93.8 ± 3.2%), and E-cadherin (84.1 ± 1.8%) (Fig 3A and S9 Fig), whereas Epcam (hepatic stem cell marker) and Ck19 (cholangiocyte marker) were not detected (S4 Fig). Also, we confirmed the glycogen storage properties of iHepSC-HEPs by Periodic acid–Schiff (PAS) staining (Fig 3B). iHepSC-HEPs showed uptake of DiI-labelled acetylated low-density lipoprotein (DiI-ac-LDL) into the intracellular region via LDL receptor-mediated endocytosis (Fig 3C). To evaluate the detoxification function of iHepSC-HEPs, we conducted the indocyanine green (ICG) assay as described previously [10–14]. The absorbed ICG (green) in iHepSC-HEPs is significantly removed after six hours in ICG-free culture medium (Fig 3D). Expression levels of Cytochrome P450 (CYP) family members including *Cyp1a2*, *Cyp2b10*, *Cyp2c37*, *Cyp2d22*, *Cyp2e1*, *Cyp3a11*, *Cyp3a13* and *Cyp7a1* in iHepSC-HEPs were compared with primary hepatocytes (pHep) (S5A Fig). To investigate CYP gene induction, we cultured iHepSC-HEPs and pHep with CYP inducers, 3-methylcholanthrene and Rifampicin, and analyzed mRNA expression of CYP family genes in iHepSC-HEPs and pHep (n = 3). CYP family genes, such as *Cyp1a2*, Cyp1b1, *Cyp2b10*, *Cyp2c37*, *Cyp2d22*, *Cyp3a11*, and *Cyp3a13*, were significantly up-regulated in iHepSC-HEPs after chemical induction (Fig 3E). We could observe Cyp1a2 protein expression in iHepSC-HEPs (Fig 3F). In addition, Cyp1a2 activity (n = 3) was significantly increased after hepatic maturation (Fig 3G). The levels of albumin secretion (n = 3) and the mRNA expression of *albumin* (n = 3) were significantly increased in iHepSC-HEPs compared to iHepSCs (Fig 3H and S5B Fig). iHepSC-HEPs showed significantly higher urea production (n = 3) and expression of urea-cycle related genes such as *Arg1*, *Otc*, *Asl*, *Ass1*, and *Cps1* (n = 3) (Fig 3I and S5C Fig). Therefore, iHepSC-HEPs possess the hallmarks of hepatic functionality including glycogen storage, LDL uptake, ICG clearance, CYP activity induction, albumin secretion, and urea production. Overall, these data indicate that iHepSCs can be differentiated into functional hepatocytes.

**Fig 3:**
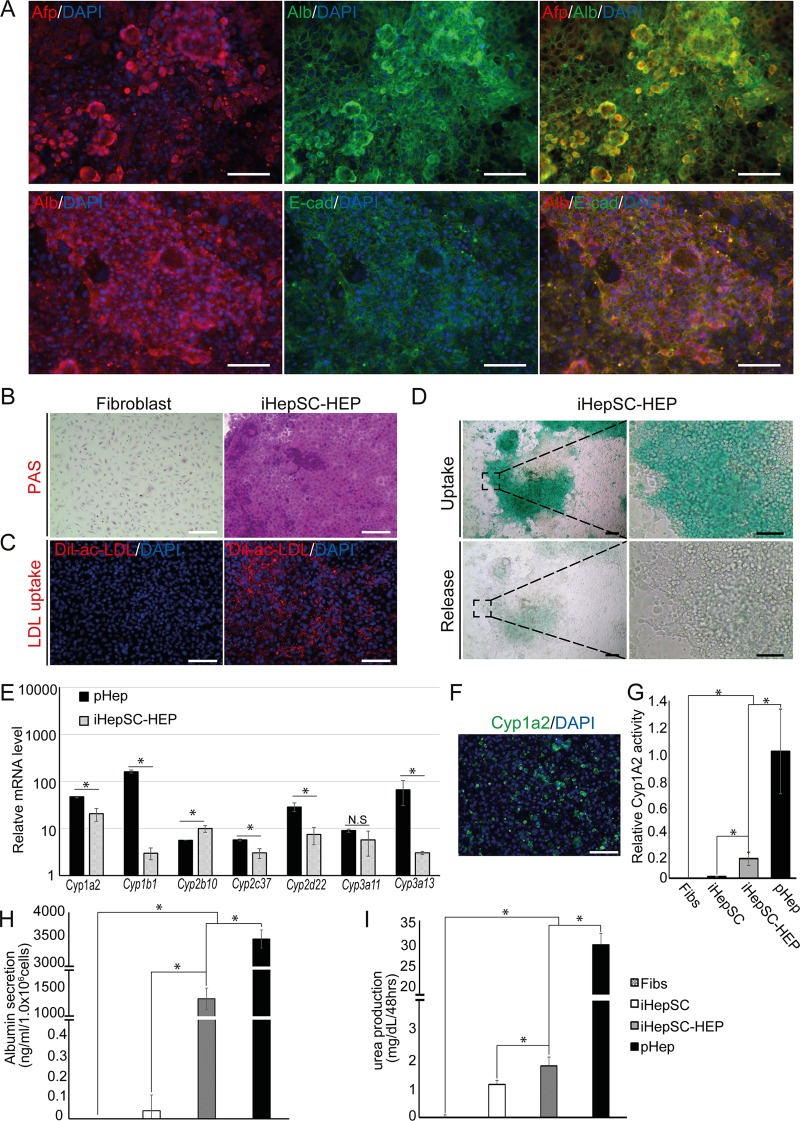
Characterization of iHepSC derived-hepatocyte (iHepSC-HEP). (A) Immunofluorescence images of iHepSC-HEP expressing hepatocyte markers (α-fetoprotein: Afp; Albumin: Alb; E-cadherin: E-cad). The nucleus was stained with DAPI. Scale bar: 150 μm. (B) Image of Periodic acid-Schiff (PAS) stained iHepSC-HEP. (C) Image of acetylated low-density lipoprotein (LDL) uptake in iHepSC-HEP. (D) Detoxification capacity evaluated by indocyanine green (ICG) uptake and release assay. The nucleus was stained with Hematoxylin and DAPI. Fibroblasts were used as negative control. The black dashed boxes were enlarged. Scale bars: 150 μm. (E) The mRNA expression levels of Cytochrome P450 (CYP) family in iHepSC-HEP and primary hepatocyte (pHep) were analyzed by qPCR. iHepSC-HEP and pHep were incubated with inducers (3-methylcholanthrene and Rifampicin) for 72 hrs. The mRNA expression levels were normalized by the levels in cells without inducer treatment. Error bars indicated standard errors from triplicate samples (n = 3). *, P<0.05. (F) Immunostaining image of iHepSC-HEP stained with Cyp1a2. The nucleus was stained with DAPI. Scale bar: 150 μm. (G) The activity of Cyp1a2 in response to 3-Methylcholanthrene (50 μM). (H-I) The amount of Albumin secretion (H) and Urea production (I) of iHepSC-HEP in comparison with fibroblast (Fibs), iHepSC and pHep were examined by ELISA. Error Bars indicate standard errors from triplicate samples (n = 3). *, P<0.05.

To differentiate iHepSC into cholangiocytes, we optimized the cholangiocyte differentiation method in three-dimensional (3D) culture system using collagen or Matrigel with cholangiocyte culture medium as described previously [27]. Cholangiocyte-like cells derived from iHepSC (iHepSC-CLCs) cultured on collagen gel and Matrigel formed branching, tubular and round cystic structures and these structures uniformly expressed cholangiocyte specific-marker (CK19) (Fig 4A). However, iHepSCs cultured in a 2D monolayer culture system were insufficient to develop the tubular or cystic structures in Ck19- positive cholangiocytes. Additionally, we evaluated apical-basal polarity in the cystic iHepSC-CLCs by confocal microscopy. F-actin bundles were detected in the inner lumen of the cystic iHepSC-CLCs, which expressed cholangiocyte markers (CK19 and CK7) (Fig 4B). qPCR revealed that the transcriptional levels of cholangiocyte-specific markers including *Sox9*, *Ck19*, *Ck7*, *Hnf1β*, *Hnf6*, *Onecut2*, *Slc4a2*, *Slc10a2*, and *Aqp1* (n = 3) were upregulated in iHepSC-CLCs compared to iHepSCs (S7 Fig). Rhodamine 123 has been used to measure the activity of multidrug resistance protein 1 (Mdr1), a cholangiocyte surface glycoprotein as previously described [36]. We incubated iHepSC with rhodamine 123 to evaluate the secretory function of iHepSC-CLCs and observed transported rhodamine 123 in the lumen of the cystic iHepSC-CLCs (Fig 4C). Meanwhile, in the presence of Verapamil, an Mdr1 inhibitor, the Mdr1 transport potential of cystic iHepSC-CLCs was blocked (Fig 4D and 4E) thereby showing the presence of functional Mdr1 transporter in the iHepSC-CLCs. The apical-basal polarity of iHepSC-CLCs is associated with cyst development that can efflux Mdr1 substrates from the basal to the apical luminal space. These results demonstrate that iHepSCs can differentiate into cholangiocyte-like cells that have typical apical-basal polarity and secretory function.

**Fig 4:**
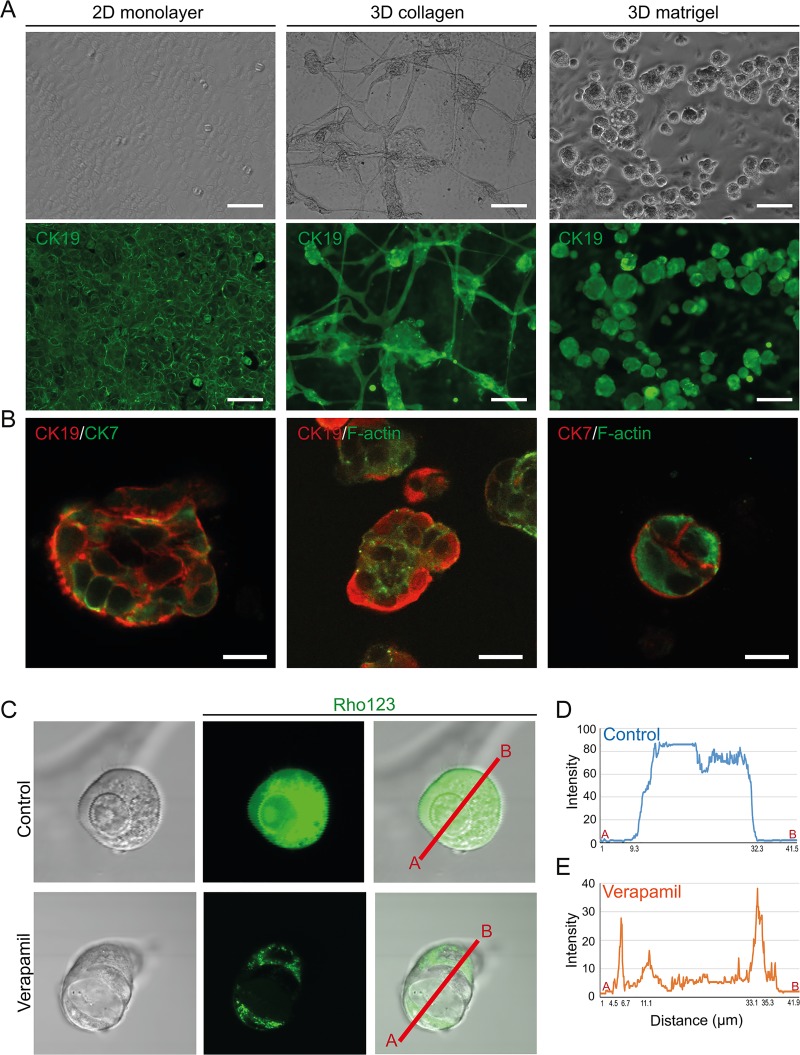
Characterization of iHepSC derived-cholangiocyte-like cells (iHepSC-CLCs). (A) Phase- contrast images of iHepSC-CLCs in different culture conditions (upper panel). Immunofluorescence images of iHepSC-CLCs stained with antibody against Cytokeratin19 (Ck19) (lower panel). Images of iHepSC-CLCs on 2D culture (left column). The tubule-like structure of iHepSC-CLCs cultured in the 3D collagen gel (middle column). The Cyst-like structure of iHepSC-CLCs cultured in the 3D Matrigel (right column). Scale bar: 150 μm. (B) Immunofluorescence analysis of iHepSC-CLCs co-stained with cholangiocyte specific markers, Ck19 and Cytokeratin7 (Ck7). Localization of F-actin (phalloidin) in the apical region of iHepSC-CLCs. The cells were counterstained with DAPI. Scale bar: 25 μm. (C) Transportation of rhodamine 123 (Rho 123) into the central lumen of the cyst (upper panel). The Mdr1 inhibitor, verapamil (10 μM), blocks Rho123 transportation (Lower panel). (D-E) Quantifications of the fluorescence intensity of Rho 123 in the cysts. The fluorescence intensity values along the A-B axis shown in (C) were measured using Olympus software and analyzed by image J.

### Therapeutic effects of iHepSC on carbon tetrachloride (CCl_4_)-induced liver fibrosis

To examine whether iHepSCs have therapeutic effects on liver disease, we transplanted iHepSCs into mice with CCl_4_-induced liver fibrosis by intra-splenic injection (Fig 5A). Administration of CCl_4_ is a widely used model to study acute/chronic liver injury [2, 33, 37, 38]. Seven weeks after repeated exposure of CCl_4_, the green fluorescent protein (GFP)-labeled iHepSCs were transplanted into the liver through the spleen. We observed albumin and GFP double-positive iHepSCs in liver tissue (Fig 5B and S10 Fig). Liver fibrosis was evaluated histologically using Hematoxylin and eosin (H & E)-staining after cell transplantation. In contrast to PBS-injected mice, iHepSC-injected mice showed a decreased number of infiltrating T lymphocytes (Fig 5C). To evaluate the protective effects of iHepSCs in liver fibrosis, we conducted Sirius red staining to analyze collagen accumulation. In comparison to normal mice, increased accumulation of collagen fibers was observed throughout the whole liver section of PBS-injected mice (Fig 5D). We observed pseudo-lobule like structures formed by collagen fibers in the liver tissue of PBS-injected mice. Quantitative image analysis of collagen fibers in liver tissues showed that the percentage of fibrotic areas significantly decreased after iHepSC transplantation (7.2 ± 0.3%) in comparison to PBS-injected mice (11.5 ± 0.2%) (Fig 5E). The histological analysis demonstrates that the liver in iHepSC-injected mice had a reduction in infiltration of lymphocytes and the accumulation of collagen fibers compared to PBS-injected mice. Serum levels of alanine aminotransferase (ALT) of iHepSC-injected mice were similar to those of normal mice (Fig 5F). qPCR analysis showed changes in the expressional levels of fibrosis and inflammatory markers in the liver of CCl_4_-injected mice. The transcription levels of genes involved in fibrosis, ECM modulation, and inflammatory response in iHepSC-transplanted mice livers were significantly lower than those in the liver of PBS-injected mice (Fig 5G and S11 Fig). To evaluate the tumorigenicity of iHepSCs, we subcutaneously injected iHepSCs into athymic nude mice (n = 5). We could detect no tumors in any recipient mice (S6 Fig). These results suggest that iHepSCs have therapeutic potential for chronic liver damage in CCl_4_-induced liver fibrosis mice.

**Fig 5:**
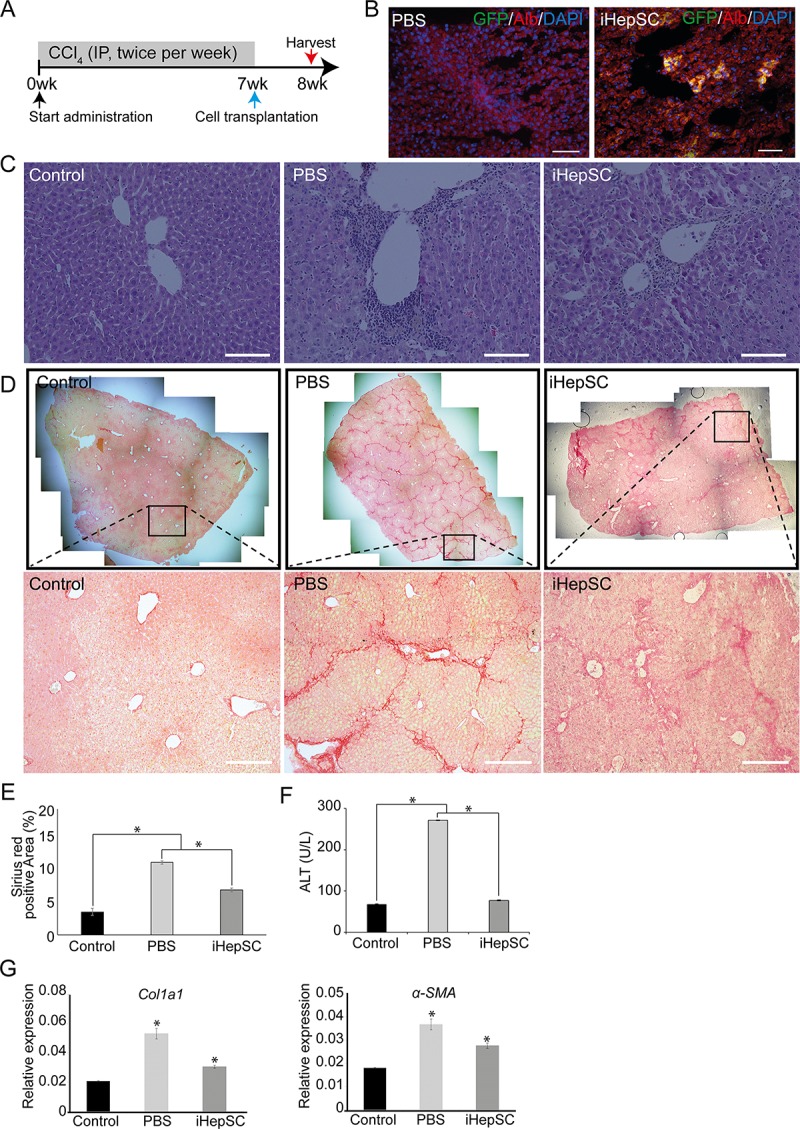
Therapeutic effects of transplanted iHepSCs in CCl_4_-induced chronic liver fibrosis model. (A) Scheme for *in vivo* experiment. (B) Immunofluorescence images of GFP-labeled iHepSCs in liver sections of the mice. The yellow area represents the successful engraftment of iHepSCs into the liver through the spleen (4.07 ± 0.33%). The nucleus was stained with DAPI. Scale bar: 150 μm. (C-D) Images of H&E and Sirius red staining for liver sections of fibrosis mice model. The black box enlarged in below. Scale bar: 150 μm. (E) Quantification of the fibrotic area (%) of liver isolated from (D). Sirius red staining shows collagen deposition of liver. Fibrous positive area (%) was analyzed by using software image J 1.51J. *, P<0.05. (F) Serum levels of alanine aminotransferase (ALT) (n = 9). *, P<0.05. (G) Gene expression analysis of fibrotic genes (*Alpha-1 type 1 collagen*: *Col1a1; alpha-smooth muscle actin*: *α-SMA*) in the liver tissues by qPCR. The transcriptional levels were normalized by the housekeeping gene (*Gapdh*). Error bars indicated standard errors from triplicate samples (n = 3). *, P<0.05.

## Discussion

In this study, we demonstrate that ectopic expression of *Oct4* and *Hnf4α* is sufficient to induce cell fate conversion of mouse fibroblasts into hepatic stem cells (iHepSCs). iHepSCs express hepatic stem cell-specific markers and possess self-renewal and bipotential properties to differentiate into hepatocytes (iHepSC-HEPs) and cholangiocyte-like cells (iHepSC-CLCs). Huang and colleagues have demonstrated that increased the numbers of epithelial colonies by removing *Hnf4α* from the combination of transcription factors for hepatocyte induction [11]. Although *Hnf4α* may inhibit cell proliferation [39], it is highly expressed at the hepatoblast stage of differentiating PSC [40]. Previous studies have demonstrated that *Hnf4α* is essential for liver development by controlling the expression of hepatic specific genes such as *Hnf1α/β*, *Hnf6*, and *Gata6*, which are involved in glucose, fatty acid, cholesterol, bile acid metabolism, and drug metabolism [41, 42]. Genetic modification experiments revealed that *Hnf4α* is essential for human hepatic specification [41] and mouse fetal liver development [42].

*Oct4* is known to be the key transcription factor in maintaining pluripotency. Zhao and colleagues demonstrated that *Oct4*, a transcription factor required to maintain pluripotency, reduce the risk of apoptosis by inhibiting cyclin-dependent kinase 1 activity that leads to premature mitotic entry in PSC [22]. We believe that *Oct4* may play a crucial role in maintaining rapid cell proliferation in the iHepSCs. Besides its crucial role in maintaining pluripotency, *Oct4* has a diversified function in different circumstances. Aksoy and colleague reported that *Oct4* is involved in endoderm lineage commitment by partnering with *Sox17* and increases the expression of primitive endoderm related genes, such as *Gata4* and *Gata6*, that are associated with endoderm development in mice [43]. Previous studies have shown that the combination of *Oct4* and lineage-specific culture conditions is sufficient to generate induced neuronal and blood progenitor cells through direct conversion [44, 45]. We previously demonstrated that *Oct4* is sufficient to convert somatic cell to oligodendrocyte progenitor cells [23]. In this study, we found that the combination of *Oct4* and *Hnf4α* with appropriate culture conditions is sufficient to induce hepatic cell fate commitment and maintain clonally expandable cell line in the transdifferentiation process.

Several groups have reported that transplantation of hepatocytes differentiated from pluripotent stem cells (PSCs) [6, 7] or that are directly converted from fibroblasts [15, 38] improved liver function in acute liver injury. However, the limited proliferation of these cells has been the major problem for acquiring enough cell number that can be used in cell-based therapy [17–20]. Meanwhile, several researchers have reported that expandable induced hepatocyte-like cells (iHeps) can be generated by overexpression of *Myc* and silencing of *p53* [10], overexpression of SV40 large T antigen [12] or knockdown of *p19*^*arf*^ [11]. HepSCs are self-renewing bipotent stem cells, which contribute to liver development and liver regeneration after injury [17–20]. Therefore, HepSCs can be an alternative cell source for cell-based therapy.

Several studies reported that either endogenous hepatocytes or liver resident HepSCs could contribute to liver regeneration in liver injury models [46–50]. We observed the transplanted iHepSCs co-localized with albumin in liver sections (Fig 5B). This data suggests that these iHepSCs rapidly differentiated into hepatocytes that recover liver function. Further studies may explore the mechanism of cell fate determination of engrafted iHepSC and the therapeutic effects in CLD. The results demonstrate that the transplanted iHepSCs could recover liver damage in liver fibrosis model by reducing histological grading of fibrosis in the liver and the serum ALT levels in iHepSC-transplanted mice (Fig 5C–5F). Furthermore, we demonstrate that iHepSCs have anti-fibrotic and anti-inflammatory effects in CCl_4_-induced CLD by reducing the transcriptional level of genes involved in fibrosis, ECM modulation and inflammatory response in contrast to the livers of PBS-injected mice (Fig 5G and S11 Fig). However, understanding of the mechanism of anti-fibrotic and anti-inflammatory induced by iHepSC in liver fibrosis should be elucidated in further studies.

In conclusion, we demonstrated that *Oct4*, *Hnf4α*, and defined culture conditions are sufficient to directly convert somatic cells to self-renewal and bipotent iHepSCs that can differentiate into functional hepatocytes and cholangiocytes. Importantly, iHepSCs showed the therapeutic effects in a CCl_4_ induced liver fibrosis model. Further studies are necessary to study the therapeutic effects of iHepSCs in different chronic liver disease models by using precise lineage tracing transgenic mice. Our study opens the perspective to generate human iHepSCs that may be applied for regenerative cell-based therapies and cell-based screening platforms for the treatment of liver diseases.

## Supporting information

S1 Fig Selection of iHepSC clone in the process of cell fate conversion. (A) Immunostaining analysis of mouse fibroblasts (Parental cells) with hepatic markers (E-cadherin: E-cad; α-fetoprotein: Afp; albumin: Alb; cytokeratin19: CK19). The nucleus was stained with DAPI. Scale bars: 150 μm. (B) Cell morphologies of TF induced fibroblasts (Fibs) at 21 days after transduction. Fibroblasts underwent proliferation arrest and cell death three weeks after transduction. Images indicated morphologies of no induction (none), mock-infection (GFP), single factor induction groups (*Oct4* and *Hnf4α* only). Scale bars: 250 μm. (C) Immunostaining analysis of mouse fibroblasts and iHepSCs with hepatic marker (Alb) and fibroblast marker (Vimentin: Vim). The nucleus was stained with DAPI. Scale bars: 150 μm. (D) Genotyping of picked iHepSCs. Three iHepSC clones were mechanically isolated from infected plates. Genomic PCR analysis shows *Oct4* and *Hnf4α* transgene insertion in the genome of three iHepSC clones (#1, #2, #3). Parental cells were used as negative controls. (E) Population doubling times of iHepSC clones (#1, #2 and #3) and parental cells (Fib). The values of the bar represent the mean of doubling time (mDT) of iHepSC clones and parental cells during 10 days. The experiment was carried out triplicate. *, P<0.05. N.S, not significance. (F) Immunostaining analysis of iHepSCs and mouse embryonic stem cells derived from OG2-ROSA transgenic mouse with pluripotency marker (Oct4) and hepatic marker (Alb). The cells were counterstained with DAPI. Scale bars: 150 μm. (G) Silencing of the exogenous *Oct4* and *Hnf4α* genes in 2F iHepSCs. The expression levels were determined by qPCR using primer specific for transgenic transcripts. Transgenic expression levels of fibroblasts were compared with those in 5 days post-infection and on iHepSC clones at passage 3 and 20. Transcript levels were normalized to *Gapdh*. Error bars indicated standard errors from triplicate samples (n = 3). *, P<0.05.
(TIF) Click here for additional data file.

S2 Fig Global gene expression profiles of *Oct4* and *Hnf4α* induced HepSCs. (A) Heatmap analysis of the global gene expression profiles of fibroblast (MEF), freshly isolated hepatocyte (pHep), iHepSC (P3), iHepSC (P20), and wild type HepSC (wtHepSC 1–4). The color bar in the top codifies the gene expression in log2 scale. (B) Pairwise scatter plots of samples; pHep vs wtHepSC (upper), pHep vs wtHepSC (middle), and wtHepSC vs MEF (lower). Hepatic markers were labelled as follow; (a) *Gata6*, (b) *Sox9*, (c) *Ck19*, (d) *Ck18*, (e) *Hhex*, (f) *Ttr*, (g) *Epcam*, (h) *Afp*, (i) *Alb*. (C) Functional enrichment analysis of parental cell and iHepSCs. On the left side of the panel, Plot bar of the -log10(p) of the significantly enriched terms of MEF-<-iHepSC-Log2(16). There are 366 differentially Down-regulated transcripts. On the right side of the panel, Plot bar of the -log10(p) of the significantly enriched terms of MEF->-iHepSC-Log2(16). There are 467 differentially Up-regulated transcripts. The longer the bar, the higher is the statistical significance of the enrichment. The p-values are written in parenthesis. (D) Functional enrichment analysis of wtHepSC and iHepSC. On the left side of the panel, Plot bar of the -log10(p) of the significantly enriched terms of wtHepSC-<-iHepSC-Log2(16). There are 239 differentially Down-regulated transcripts. On the right side of the panel, Plot bar of the -log10(p) of the significantly enriched terms of wtHepSC->-iHepSC-Log2(16). There are 218 differentially Up-regulated transcripts. The longer the bar, the higher is the statistical significance of the enrichment. The p-values are written in parenthesis.
(TIF) Click here for additional data file.

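Clustering of the 7 arrays by average linkage on 1 minus correlation over all probe sets joined MEF replicates 2 to 4 at heights up to 0.00326, the P3 and P20 arrays of iHepSCs at 0.00440, MEF replicate 1 to the other MEF arrays at 0.0396, pHep to the iHepSCs at 0.0859 and these to MEF at 0.116. iHepSCs and pHep, on the same branch, still differed in many genes. Compared with pHep, 1685 genes were higher and 1435 lower in iHepSCs. These counts were 4628 and 3144 without MEF replicate 1, 909 and 878 without iHepSC replicate 1, and 990 and 940 without iHepSC replicate 2. With each array centred on Gapdh, 72.7% of the called genes were higher, against 54.0% with the values as deposited. The largest rises over pHep were those of Trap1a (9.98), Dmbt1 (9.95), 2210407C18Rik (9.34), Gcnt3 (8.57), which encodes an enzyme of mucin glycosylation, and the homeobox gene Rhox5 (8.40). The largest falls were those of Bex1 (-10.63), Serpina1b (-9.70), Serpina1c (-9.41), Vtn (-9.27) and Fgg (-9.17). Bex1 was at 3.66 in iHepSCs, and Trap1a and Gcnt3 were at 3.87 and 3.98 on the pHep array. Such levels were near the lowest values of the arrays (3.01 to 3.19), and the size and order of these changes are uncertain. Lower in iHepSCs than on the pHep array were 22 of 26 coagulation and complement genes, 18 of 24 plasma protein genes, 13 of 22 liver transcription factors, 9 of 11 genes of glucose and glycogen metabolism, 9 of 16 of bile acid synthesis and transport, 11 of 17 of cholesterol synthesis, 5 of 7 of the urea cycle and 5 of 9 cytochrome P450 genes (camera adjusted p between 3.07e-25 and 4.05e-06). With an estimated correlation, adjusted p = 0.0535 for cholesterol synthesis and 0.104 for the urea cycle, and under 0.05 for the other 6 lists. Lower cholesterol synthesis genes numbered 7 without iHepSC replicate 1, 6 without iHepSC replicate 2 and 3 with each array centred on Gapdh, a setting that also left 3 lower cytochrome P450 genes and raises every log2 difference between iHepSCs and pHep by 0.46. Macrophage markers on the pHep array move with this comparison: C1qa was at 11.08 on pHep and 5.47 in iHepSCs. The spread for these tests comes from MEF and iHepSCs, since pHep is 1 array.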

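Transcripts above MEF in iHepSCs by more than 16-fold, a log2 difference over 4 between group means, numbered 383 of 45101 probe sets. Among the genes they read are the secreted plasma proteins ceruloplasmin, Cp, with a log2 difference of 7.21 (standard error 0.54, adjusted p = 0.000183), hemopexin, Hpx, with 7.23 (standard error 0.20, adjusted p = 3.09e-06), and haptoglobin, Hp, with 6.57 (standard error 0.25, adjusted p = 1.13e-05), and the epithelial keratin Krt7 with 6.15 (standard error 0.64, adjusted p = 0.000761). The number was 389 with P3 alone, 391 with P20 alone, 424 without MEF replicate 1 and 366 with MEF replicate 1 alone as the MEF level, an alternative chosen after the values were seen. The threshold is one of size, with no test behind the count.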

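Transcripts below MEF in iHepSCs by more than 16-fold numbered 344 probe sets. They include the matrix genes Thbs1 (log2 difference -8.76, standard error 0.16, adjusted p = 8.55e-07) and Nid1 (-8.74, standard error 0.20, adjusted p = 1.77e-06), the secreted glycoprotein Fstl1 (-9.22, standard error 0.20, adjusted p = 1.64e-06), the actin-bundling protein Fscn1 (-8.77, standard error 0.17, adjusted p = 1.08e-06) and the smooth muscle myosin light chain Myl9 (-8.41, standard error 0.15, adjusted p = 9.10e-07). On MEF replicate 1, Thbs1, Nid1, Fstl1, Fscn1 and Myl9 were at 14.29, 13.46, 13.91, 13.69 and 14.06, beside means over the 4 MEF arrays of 13.97, 13.12, 13.49, 14.06 and 13.75. With P3 alone the number was 336, with P20 alone 354 and with MEF replicate 1 alone as the MEF level, chosen after the values were seen, 467.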

S3 Fig Gene analysis against hepatocyte markers of iHepSC-HEPs, primary hepatocytes (pHeps), and parental cells (Fib). Gene analysis against hepatic stem cell and hepatocyte-specific markers, such as endogenous *Hnf4α*, *Foxa2*, *E-cadherin (Ecad)*, *Ck8*, *Ck18*, *Alb*, *transthyretin (Ttr)*, *tyrosine aminotransferase (Tat)*, *Alpha-1 antitrypsin (Aat)* and *glucose 6-phosphatase (G6Pase)* of iHepSC-HEPs, pHeps, and Fibs. Fibs and pHeps were used as negative and positive controls.
(TIF) Click here for additional data file.

S4 Fig The differentiated iHepSC-HEPs have precisely analyzed their hepatic phenotype. Immunostaining analysis revealed that iHepSC-HEPs negatively stained with hepatic stem cell markers (Epithelial cell adhesion molecule: Epcam) and cholangiocyte marker (Cytokeratin19: Ck19). The nucleus was stained with DAPI. Scale bar: 150 μm.
(TIF) Click here for additional data file.

S5 Fig Quantitative PCR analyses of Cytochrome P450 (CYP) family, albumin, and urea cycle pathway in iHepSC-HEPs. (A) Gene expression analysis against CYP family, such as *Cyp1a2*, *Cyp2b10*, *Cyp2c37*, *Cyp2d22*, *Cyp2e1*, *Cyp3a11*, *Cyp3a13* and *Cyp7a1* in iHepSC-HEP (black) and pHep (white) relative to parental cells. The transcriptional levels were normalized to a housekeeping gene (*Gapdh*) and represented in the logarithmic scale. Error bars indicated standard errors from triplicate samples (n = 3). (B-C) Gene expression analysis of *Albumin* (B) and urea cycle pathway (C) in iHepSC, iHepSC-HEP, and pHep relative to parental cells (fibs). The transcriptional levels were normalized to the housekeeping gene (*Gapdh*) and represented in the logarithmic scale. Error bars indicated standard errors from triplicate samples (n = 3).
(TIF) Click here for additional data file.

S6 Fig Evaluation of tumorigenicity in iHepSC transplanted mice. iHepSCs (2 x 10^6^ cells/mouse) were injected subcutaneously of the dorsal flank of athymic nude mice (n = 5). At 12 weeks after the subcutaneous injection, mice were sacrificed for analysis. No tumors were detected in recipient mice.
(TIF) Click here for additional data file.

S7 Fig Gene analysis against cholangiocyte-specific markers of iHepSC, bile duct, and cholangiocyte derived from iHepSC (iHepSC-CC). Gene expression analysis against cholangiocyte-specific markers including *Sox9*, *Ck19*, *Ck7*, *Hnf1β*, *Hnf6*, *Onecut2*, *Slc4a2*, *Slc10a2*, and *Aqp1* in iHepSC-CC, iHepSC, and bile duct by qPCR. Mouse bile duct isolated from C57BL/6J mouse used as positive controls. The transcriptional levels were normalized to the housekeeping gene (*Gapdh*). Error bars indicated standard errors from triplicate samples (n = 3). *, P<0.05.
(TIF) Click here for additional data file.

S8 Fig Multi-channel images of iHepSC stained with hepatic stem cell (HepSC) markers. Multi-channel images of iHepSC stained with HepSC markers including Epithelial cell adhesion molecule: Epcam; hepatocyte nuclear factor 4 α: Hnf4; α-fetoprotein: Afp; Cytokeratin19: Ck19. The nucleus was stained with DAPI. Scale bar: 150 μm.
(TIF) Click here for additional data file.

S9 Fig Multi-channel images of iHepSC-HEP stained with hepatic markers. Multi-channel images of iHepSC-HEP stained with α-fetoprotein: Afp; Albumin: Alb; E-cadherin: E-cad. The nucleus was stained with DAPI. Scale bar: 150 μm.
(TIF) Click here for additional data file.

S10 Fig Multi-channel images of iHepSCs stained with albumin and GFP in liver sections. Multi-channel images of iHepSCs stained with anti-GFP (Green) and anti-albumin (Red) at liver sections of both PBS injected mine (A) and iHepSCs transplanted mice (B). The nucleus was stained with DAPI. Scale bar: 150 μm.
(TIF) Click here for additional data file.

S11 Fig Transplanted iHepSC reduce ECM regulation and inflammatory response in liver fibrosis. (A) The transcription levels of genes related to ECM modulation including, *Tissue inhibitor of metalloprotease protein1*: *Timp1; Matrix metalloproteinases2*: *Mmp2; Matrix metalloproteinase9*: *Mmp9* in liver tissues by qPCR. The transcriptional levels were normalized by the housekeeping gene (*Gapdh*). Error bars indicated standard errors from triplicate samples (n = 3). *, P<0.05. (B) The transcription levels of genes involved in an inflammatory response including, *Tumor necrosis factor-alpha*: *Tnfα; Interleukin6*: *Il6; Interleukin1 beta*: *Il1β* in liver tissues by qPCR. The transcriptional levels were normalized by the housekeeping gene (*Gapdh*). Error bars indicated standard errors from triplicate samples (n = 3). *, P<0.05.
(TIF) Click here for additional data file.

S12 Fig Immunostaining images of primary hepatocytes with hepatic markers. Immunostaining images of primary hepatocytes stained with hepatic markers including, Afp, Alb, E-cad, Hnf4α, Ck19, and Cyp1a2. The nucleus was stained with DAPI. Scale bar: 150 μm.
(TIF) Click here for additional data file.

S13 Fig Immunostaining images of primary hepatocytes and iHepSC-HEP with hepatic markers and Isotype controls. Immunostaining images of primary hepatocytes and iHepSC-HEP stained with hepatic markers including, Hnf4α, E-cad, and alb. The nucleus was stained with DAPI. Mouse IgG, Goat IgG, Rat IgG2a, Rabbit IgG, and Mouse IgG antibodies were used as isotype controls. Scale bar: 150 μm.
(TIF) Click here for additional data file.

S1 Table Differentially expressed gene analysis among liver metabolic activity of iHepSC VS. Parental cells (MEF) and primary hepatocyte (pHep) VS. MEF. (DOCX) Click here for additional data file.

S2 Table Lists of primers sequences. (DOCX) Click here for additional data file.

S3 Table List of primary antibodies. (DOCX) Click here for additional data file.

# Supplementary material for: Oct4 and Hnf4α-induced hepatic stem cells ameliorate chronic liver injury in liver fibrosis model
**Source:** PLoS One. 2019 Aug 12;14(8):e0221085. doi: 10.1371/journal.pone.0221085
**Supplement:** S1 Table

**S1 Table. Differentially expressed gene analysis among liver metabolic activity of iHepSC VS. Parental cells (MEF) and primary hepatocyte (pHep) VS. MEF.**

Global gene expression profiles of iHepSC, primary hepatocyte (pHep) and parental cells (MEF) were analyzed by using Affymetrix GeneChip Mouse 430 2.0 Array. Average expression levels of each listed gene in iHepSCs were divided by the expression level of that gene in MEF to calculate the ratio of iHepSC/MEF. 

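The 13 secretory protein genes measured were all higher in iHepSCs than in MEF, and so were most of those of drug metabolism and coagulation. Ratios are 2 to the power of the difference between mean log2 levels. Of the 61 genes listed, 51 were measured, and 50 of these had a ratio of iHepSC to MEF over 1. Higher in iHepSCs by limma were 14 of 17 genes of drug metabolism, 7 of 8 of coagulation, 6 of 9 of fatty acid, cholesterol and bile acid metabolism, 13 of 13 of secretory proteins and 2 of 4 of glucose metabolism, and none was lower. Adjusted over the list alone, the counts were 14, 7, 8, 13 and 2. The paper lists these genes for the same samples, and the counts are not independent evidence of a direction. Camera gave adjusted p values of 3.67e-10, 4.33e-05, 0.000109, 3.71e-12 and 0.217 in the same order, and with an estimated correlation adjusted p = 0.0384, 0.0690, 0.0582, 0.0384 and 0.449. The ratio was 474 for the glucuronosyltransferase Ugt2b34, 123 for Ugt2b35 and 107 for the sulfotransferase Sult1a1, with log2 differences of 8.89 (standard error 0.20, adjusted p = 1.66e-06), 6.95 (standard error 0.10, adjusted p = 6.51e-07) and 6.75 (standard error 0.23, adjusted p = 6.90e-06). Apoa1, the main protein of HDL, had a ratio of 278 (standard error 0.12, adjusted p = 6.39e-07 for the log2 difference), and Apoc2 one of 55.6. Apoa1 was at 15.03 on the P3 array, its highest value, and at 15.05 on the P20 array, where the highest was 15.06. Whether its signal was saturated there was not tested. The complement regulator C4bp had 65.1, the peroxisomal oxidase Acox2 74.7 and the fatty acid transporter Cd36 25.9. The 9 genes that did not pass the test were Pklr, with the lowest ratio (0.913), Ugdh, with the highest (1.67), Gnpnat1, Gstm3, Gstm7, Serpinf2, Abca2, Acsm2 and Got2. With the mean of all its probe sets, the log2 difference of Pklr was 0.56 and passed, as did that of Gstm7 at 0.53. Ugdh and Got2 passed without MEF replicate 1 (adjusted p = 0.00252 and 0.000823) and, with Abca2, when each array was centred on Gapdh. Calls were lost as follows, with the adjusted p in parentheses. F8a, a gene linked to factor VIII, was lost without MEF replicate 2 (0.0956), MEF replicate 3 (0.0929), MEF replicate 4 (0.0921), iHepSC replicate 1 (0.160) or iHepSC replicate 2 (0.196). Maob, a monoamine oxidase, was lost without MEF replicate 2 (0.0521), MEF replicate 3 (0.0514), iHepSC replicate 1 (0.121) or iHepSC replicate 2 (0.0978). Acsl4, an acyl-CoA synthetase, was lost without MEF replicate 2 (0.0646), MEF replicate 3 (0.0592), iHepSC replicate 1 (0.0927) or iHepSC replicate 2 (0.202) and with the mean of its probe sets (0.346). Acsl3 was lost without iHepSC replicate 2 (0.0687) and Ugt2b37 without iHepSC replicate 1 (0.100). With MEF replicates 2 to 4 averaged as 1 sample, an alternative with fewer samples chosen after the data were seen, the calls of Acsl3 (0.0527), Acsl4 (0.100), F2 (0.0679), F8a (0.234), Maob (0.145), Ppargc1a (0.213) and Ugt2b37 (0.0751) were lost. The call of Ppargc1a also rested on single arrays, and the called genes of glucose metabolism numbered 1 without MEF replicate 2, 3 or 4 or iHepSC replicate 2.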

The ratio of pHep/MEF was calculated via dividing the expression level in pHep by the expression level in MEF. 

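In pHep, 48 of the 51 measured genes had a ratio to MEF over 1. The exceptions were Ugdh (0.761), Gstm7 (0.836) and Acsm2 (0.923), none of which passed the test. Higher on the pHep array were 13 of 13 secretory protein genes, 8 of 8 of coagulation, 12 of 17 of drug metabolism, 6 of 9 of fatty acid, cholesterol and bile acid metabolism and 1 of 4 of glucose metabolism (13, 8, 12, 6 and 2 when adjusted over the list alone). Camera gave adjusted p values of 1.07e-16, 9.41e-10, 8.39e-10, 9.30e-05 and 0.154, and with an estimated correlation the first 4 were under 0.05. The count of glucose metabolism genes was 2 without MEF replicate 1 or without either iHepSC replicate, and 1 was lower without MEF replicate 1. The highest ratios were 1073 for the fibrinogen chain Fga and 987 for Fgb, whose ratios in iHepSCs were 7.54 and 5.81. Prothrombin, F2, had 216 in pHep and 2.59 in iHepSCs, and the antiplasmin gene Serpinf2 had 93.8 and 1.10. For other genes iHepSCs were closer to pHep or above it. Alb had a ratio of 745 in pHep and 355 in iHepSCs, Ttr 110.1 and 87.4, and C9 28.7 and 87.3. Alb, at 15.13, was the highest value on the pHep array, and whether its signal was saturated there was not tested. The Ttr ratio in iHepSCs is that of a probe set with a log2 difference of 6.45. Its other probe sets had differences of 9.83, 10.05 and 10.35. Sult1c2 had 1.83 and 49.4. Between iHepSCs and pHep, 8 of 13 secretory protein genes were lower in iHepSCs and 0 were higher (camera, adjusted p = 2.99e-08, and adjusted p = 0.0287 with an estimated correlation), and 4 of 8 coagulation genes were lower and 1 was higher (adjusted p = 0.000110, and adjusted p = 0.0976 with an estimated correlation). The pHep array is single, its spread is taken from MEF and iHepSCs, and the macrophage lysozyme gene Lyz2 was at 13.45 on it and at 10.30 in MEF.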

The lists of liver metabolic activity were extracted (Values of P<0.05). Genes that exhibited significantly different expression levels among genes involved in glucose (A), drug metabolism (B), coagulation (C), fatty acid, cholesterol, bile acid metabolism (D) and secretory protein (E) were selected.

(A) Glucose metabolism

|  | iHepSC/MEF | pHep/MEF |
| --- | --- | --- |
| aldob | 25.5 | 446.8 |
| pklr | 2.6 | 14.9 |
| ppargc1a | 2.0 | 3.5 |
| slc25a10 | 2.8 | 2.9 |
| ugdh | 3.0 | 1.2 |

(B) drug metabolism

|  | iHepSC/MEF | pHep/MEF |
| --- | --- | --- |
| gnpnat1 | 3.8 | 2.7 |
| gsta1 | 16.7 | 1.7 |
| gsta2 | 2.2 | 1.1 |
| gsta3 | 12.5 | 135.4 |
| gstm1 | 4.7 | 11.5 |
| gstm3 | 1.6 | 39.1 |
| gstm7 | 1.6 | 7.6 |
| gstp1 | 1.7 | 1.6 |
| maob | 2.5 | 4.2 |
| sult1a1 | 319.0 | 856.8 |
| sult1b1 | 52.6 | 11.7 |
| sult1c2 | 152.9 | 6.2 |
| ugt1a9 | 5.0 | 2.5 |
| ugt2b34 | 6464.4 | 2919.1 |
| ugt2b35 | 220.2 | 83.9 |
| ugt2b36 | 57.4 | 94.6 |
| ugt2b37 | 4.3 | 26.3 |
| ugt2b38 | 5.4 | 2.2 |
| ugt2b5 | 782.8 | 2965.3 |

(C) Coagulation

|  | iHepSC/MEF | pHep/MEF |
| --- | --- | --- |
| c3 | 375.0 | 1137.1 |
| c4bp | 39.8 | 55.5 |
| c9 | 188.1 | 61.0 |
| f11r | 10.6 | 9.1 |
| f2 | 2.7 | 296.0 |
| f2rl1 | 2.6 | 2.4 |
| f8a | 1.4 | 1.5 |
| fga | 6.3 | 706.0 |
| fgb | 123.3 | 15770.8 |
| serpinf2 | 1.8 | 162.4 |

(D) fatty acid cholesterol bile acid metabolism

|  | iHepSC/MEF | pHep/MEF |
| --- | --- | --- |
| abca2 | 2.9 | 2.8 |
| acox1 | 2.1 | 3.4 |
| acox2 | 106.0 | 52.0 |
| acsl1 | 2.6 | 8.8 |
| acsl3 | 2.3 | 1.3 |
| acsl4 | 2.5 | 3.3 |
| acsm2 | 1.9 | 1.2 |
| acss2 | 3.9 | 9.1 |
| cd36 | 20.2 | 29.0 |
| fabp1 | 32.4 | 101.8 |
| got2 | 2.2 | 4.8 |
| ldlr | 1.3 | 3.9 |
| ucp2 | 19.0 | 2.8 |

(E) secretory protein

|  | iHepSC/MEF | pHep/MEF |
| --- | --- | --- |
| agt | 141.6 | 2841.8 |
| alb1 | 1206.0 | 1420.7 |
| apoa1 | 6342.4 | 5638.5 |
| apob | 366.1 | 397.2 |
| apoc1 | 7.1 | 124.8 |
| apoc2 | 102.7 | 514.8 |
| apoc3 | 20.5 | 288.1 |
| cp | 93.8 | 240.1 |
| gc | 92.5 | 3494.6 |
| hp | 940.4 | 1315.2 |
| hpx | 150.9 | 288.5 |
| rbp4 | 3.3 | 62.8 |
| serpina7 | 33.5 | 1061.5 |
| ttr | 13433.6 | 14088.8 |

# Supplementary material for: Oct4 and Hnf4α-induced hepatic stem cells ameliorate chronic liver injury in liver fibrosis model
**Source:** PLoS One. 2019 Aug 12;14(8):e0221085. doi: 10.1371/journal.pone.0221085
**Supplement:** S2 Table

**S2 Table. Lists of primer sequences**

**List of primer sequences for RT-PCR analysis**

| **Gene** | **ACCESSION Number** | **Sequence** |
| --- | --- | --- |
| *Foxa2* | NM_010446.2 | F: CACCTGAGTCCGAGTCTGAG  R: AAGGAGAGAGAGTGGCGGAT |
| *Hnf4α* | NM_008261.2 | F: AGGCAATGACTACATCGTCCC  R: CAGACCCTCCGAGAAGCATC |
| *E-cad* | NM_009864.2 | F: GCAGGTCTCCTCATGGCTTTG  R: TTGGATTCAGAGGCAGGGTCG |
| *Epcam* | NM_008532.2 | F: GGTGAATGCCAGTGTACTT  R: CAATGATGATCCAGTAGGTCC |
| *Alb* | NM_009654.3 | F: TGAAGTTGCCAGAAGACATCC  R: CAAGTTCCGCCCTGTCATCTG |
| *Ttr* | NM_013697.5 | F: GCTTCCCTTCGACTCTTCCTC  R: GCCAAGTGTCTTCCAGTACGA |
| *Afp* | NM_007423.4 | F: GCAGGATGGGGAAAAAGTCA  R: CCTAAGGTCTGGTAGAGAGCG |
| *Aat* | NM_009243.4 | F: GACCAAGACACAGTTTTCGC  R: ATCTGGGCTAACCTTCTGCG |
| *Tat* | NM_146214.3 | F: ATCGGCTACCTATCCAGTCG  R: GCCACTGCCAAAATCTTCTGA |
| *CK8* | NM_031170.2 | F: AGAAGGATGTGGACGAAGCA  R: ATCTCTGTCTTTGTGCGGCG |
| *CK18* | NM_010664.2 | F: ATGAAGAGGAAGTCCAAGGTC  R: GTTCTCCAAGTTGATGTTCTG |
| *G6P* | NM_008061.3 | F: TCAACCTCGTCTTCAAGTGGATT  R: CACAGCAATGCCTGACAAGA |
| *Gapdh* | NM_001289726.1 | F: ACGACCCCTTCATTGACCTCAACT  R: ATATTTCTCGTGGTTCACACCCAT |

**Genomic PCR primer for *Oct4* and *Hnf4α* transgene**

| **Gene** | **Forward primer (5'-3')** | **Reverse primer (5'-3')** |
| --- | --- | --- |
| SF*-mOct4* | AGACCACCATCTGTCGCTTC | AAGGCATTAAAGCAGCGTATCCA |
| SF*-mHnf4α* | AGGCAATGACTACATCGTCCC | AAGGCATTAAAGCAGCGTATCCA |

**qRT**–**PCR primer for *Oct4* and *Hnf4α* transgene**

| **Gene** | **Forward primer (5'-3')** | **Reverse primer (5'-3')** |
| --- | --- | --- |
| SF*-mOct4* | ACTCTACTCAGTCCCTTTTCC | AAGGCATTAAAGCAGCGTATCCA |
| SF*-mHnf4α* | CATCGTCAAGCCTCCCTCTG | AAGGCATTAAAGCAGCGTATCCA |

**List of primer sequnces for qPCR analysis**

| **Gene** | **ACCESSION Number** | **Sequence** |
| --- | --- | --- |
| *Foxa2* | NM_010446.2 | F: AACATGAACTCGATGAGCCC  R: GATGTACGAGTAGGGAGGTTTG |
| *Gata6* | NM_010258.3 | F: TCTACAGCAAGATGAATGGCC  R: CTCACCCTCAGCATTTCTACG |
| *Hnf4a* | NM_008261.2 | F: CTAACACGATGCCCTCTCAC  R: GCAGGAGCTTGTAGGATTCAG |
| *Epcam* | NM_008532.2 | F: TGGTGTCATTAGCAGTCATCG  R: TCAGTTCAGCACTCAGCAC |
| *Ck18* | NM_010664.2 | F: ACACCAACATCACAAGGCTG  R: TTCCACAGTCAATCCAGAGC |
| *Ck19* | NM_008471.3 | F: GTTCTCAGACCTGCGTCC  R: TGACCCAATGCGTACTGAAC |
| *Cyp1a2* | NM_009993.3 | F: ATAACTTCGTGCTGTTTCTGC  R: ACCGCCATTGTCTTTGTAGT |
| *Cyp1b1* | NM_009994.1 | F: ATTCTCAGTGGGCAAACGG  R: GGATTCTAAACGACTTGGGCT |
| *Cyp2b10* | NM_009999.4 | F: CTGTCGTTGAGCCAACCTTC  R: TCCGCAGTTCCTCCACTAAA |
| *Cyp2c37* | NM_010001.2 | F: TGTGGAGGAACTTAGGAAAACC  R: AGGGCTGCTCAGAATCTTTGT |
| *Cyp2d22* | NM_001163472.1 | F: GCCTTCATGCCATTCTCAGC  R: CAGAGCCCTAAAGACGCC |
| *Cyp2e1* | NM_021282.2 | F: GGAATGGGGAAACAGGGTAAT  R: GCACAGCCAATCAGAAAGGT |
| *Cyp3a11* | NM_007818.3 | F: TGGGACTCGTAAACATGAACTT  R: TTGACCATCAAACAACCCCC |
| *Cyp3a13* | NM_007819.4 | F: GGGGACGATTCTTGCTTACC  R: AAATACCCACTGGACCAAAGC |
| *Cyp7a1* | NM_007824.2 | F: AACGATACACTCTCCACCTTTG  R: CTGCTTTCATTGCTTCAGGG |
| *Arg1* | NM_007482.3 | F: AAGAATGGAAGAGTCAGTGTGG  R: AGTGTTGATGTCAGTGTGAGC |
| *Otc* | NM_008769.4 | F: ATGCAGCTCTTAGAAAGGGTC  R: TGTACTTGACTTTGGACTGGC |
| *Asl* | NM_133768.5 | F: TCAATGTCTTGCCACTGGG  R: ACAGGAACTCAGCCACAAAG |
| *Ass1* | NM_007494.3 | F: CCACGCTCATTTAGACATAGAGG  R: AACAAATTCACATTCAGGGCTG |
| *Cps1* | NM_001080809.2 | F: AAGTAGAGATGGACGCTGTTG  R: CTTGGCTGATGGTCTGTGTAG |
| *Sox9* | NM_011448.4 | F: AAGAGACCCTTCGTGGAGGA  R: CTCCGCTTGTCCGTTCTTCA |
| *Ck7* | NM_033073.3 | F: CCACAATTGAGCACATACAACC  R: TCAGACTATCTTCCAGGCTCG |
| *Hnf1β* | NM_009330.3 | F: AGCACCTTGACGAATATCCAC  R: AGCCACACTGTTAATGACCG |
| *Hnf6* | NM_008262.3 | F: AGCAAACTCAAGTCGGGTC  R: GTGTTGCCTCTGTCCTTCC |
| *Onecut2* | NM_194268.2 | F: ATTCTCAGTGGGCAAACGG  R: GGATTCTAAACGACTTGGGCT |
| *Slc4a2* | NM_009207.3 | F: TCTTTGCCTTCCTCATATCACTC  R: GTTGCCCATGTCATATTGCTG |
| *Slc10a2* | NM_011388.3 | F: TGTGACAAAGATCCAAAGATATGTG  R: CTTGTGACCAATCTGACTATGAATAC |
| *Aqp1* | NM_007472.2 | F: CTGGCGATTGACTACACTGG  R: AAGTCATAGATGAGCACTGCC |
| *Tnfα* | NM_013693.3 | F: AGACCCTCACACTCAGATCA  R: TGTCTTTGAGATCCATGCCG |
| *Il1β* | NM_008361.4 | F: ACGGACCCCAAAAGATGAAG  R: TTCTCCACAGCCACAATGAG |
| *Il6* | NM_031168.2 | F: GATAAGCTGGAGTCACAGAAGG  R: GGAATGTCCACAAACTGATATGC |
| *Timp1* | NM_011593.2 | F: CTCAAAGACCTATAGTGCTGGC  R: CAAAGTGACGGCTCTGGTAG |
| *Mmp2* | NM_008610.3 | F: ACCAAGAACTTCCGATTATCCC  R: CAGTACCAGTGTCAGTATCAGC |
| *Mmp9* | NM_013599.4 | F: GATCCCCAGAGCGTCATTC  R: CCACCTTGTTCACCTCATTTTG |
| *Gapdh* | NM_001289726.1 | F: TGCCCCCATGTTTGTGAT  R: TGTGGTCATGAGCCCTTC |

# Supplementary material for: Oct4 and Hnf4α-induced hepatic stem cells ameliorate chronic liver injury in liver fibrosis model
**Source:** PLoS One. 2019 Aug 12;14(8):e0221085. doi: 10.1371/journal.pone.0221085
**Supplement:** S3 Table

**S3 Table. List of primary antibodies**

|  | **Antigen** | **Source** | **Isotype** | **Dilution** |
| --- | --- | --- | --- | --- |
| Primary antibody | Afp | R&D systems | Mouse IgG | 1:400 |
|  | Alb | Abcam | Goat IgG | 1:400 |
|  | Ck19 | DSHB | Rat IgG2a | 1:200 |
|  | Ck7 | Abcam | Mouse IgG | 1:200 |
|  | Cyp1a2 | Abcam | Rabbit IgG | 1:400 |
|  | E-cad | Abcam | Mouse IgG | 1:200 |
|  | Epcam | DSHB | Rat IgG2a | 1:100 |
|  | GFP | Abcam | chicken IgY | 1:1000 |
|  | Hnf4a | Santa cruz | Rabbit IgG | 1:100 |
|  | Oct4 | Santa cruz | Goat IgG | 1:400 |
|  | Vimentin | Abcam | Rabbit IgG | 1:400 |

How the deposited data were processed for this re-analysis (not part of the article)

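RNA of mouse embryonic fibroblasts (MEF, 4 arrays), iHepSCs (2 arrays, 1 at passage 3 and 1 at passage 20) and freshly isolated primary hepatocytes (pHep, 1 array) was measured on Affymetrix Mouse 430 2.0 arrays. The values used are log2 expression levels of 45101 probe sets, which the authors made by Robust Multiarray Analysis (background correction, quantile normalization between arrays and summary per probe set) and deposited in that form. The paper names in-house MATLAB functions for data processing and graphics, and its text gives no software version for RMA and does not say whether the arrays of the earlier wtHepSC study were normalized together with these. The 7 columns of values were checked to be on 1 log2 scale with close to equal distributions. The wtHepSC arrays were not used here, so that no comparison with wtHepSC was made, and experiments other than these arrays were not analysed here. Arrays give no counts, and their number limits the precision.

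Probe sets were joined to genes by the annotation table of the array. The 64 control probe sets, the 932 with several symbols and the 9211 with none were left out of the gene table. Each of 18193 genes was read by its probe set with the highest mean over the 7 arrays, and no filter on dim probe sets was applied. Genes of the fixed lists that this table does not hold were not analysed here.

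Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with its default prior, no trend) in 1 model with a mean for each of the 3 groups, giving iHepSC against MEF, pHep against MEF and iHepSC against pHep. The model had 4 residual degrees of freedom, and the prior had 2.11 degrees of freedom and a standard deviation of 0.162. The pHep array adds none and is assumed to vary like the other groups. P-values were adjusted by the method of Benjamini and Hochberg over all genes, with a threshold of 0.05. In 36 gene lists (28 fixed, 3 of genes the paper names and 5 of the genes the study chose for S1 Table), genes past the test were counted over all genes tested and adjusted over the list alone, and each list was tested against all other genes with camera, at its preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. The lists, the tests, the rule for named genes and the alternatives were set before the data were examined, apart from those said to be chosen after. Correlations, counts past 16-fold and comparisons of passage 20 with passage 3 have no test. For the passages, list medians were compared with 10000 random lists of genes matched on mean expression. The share of a correlation that the common MEF arrays bring was measured on 100 simulated draws. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

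The model was tested on simulated data with 200 changed genes. It recovered 62.7%, 91.0% and 100% of genes changed by 1, 2 and 4 on the log2 scale between iHepSC and MEF, and 34.3%, 82.1% and 100% between pHep and MEF. Of all its calls, 8.15% and 6.49% were false.

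Named genes are those the paper names for the arrays, Pou5f1 and Vim; the 10 largest rises and 10 largest falls in iHepSCs past the test with both iHepSC arrays beyond all MEF arrays; up to 2 members with the largest rise and up to 2 with the largest fall past the test in each list; the 5 largest in each direction for pHep against MEF and iHepSC against pHep; and the 5 largest in each direction for passage 20 against passage 3 among genes with a mean of at least 6. The values of S1 Table and of the heat map in Fig 2F had been seen in the paper when this rule was written. Actb, Adgre1, Amn, Anpep, Anxa10, Atp4a, C1qa, Cdkn2a, Cdx2, Cftr, Cps1, Ctse, Cxcl5, Dcn, Fn1, G6pc, Gpc3, Ier2, Khk, Lrp2, Mki67, Muc1, Muc5ac, Napsa, Nr1h4, Pgc, Sox2, Tff1, Tff2, Twist1, Vsig1, Vsig4 and Zeb1 were chosen after their values were seen.

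The alternatives tried were the mean of all probe sets of a gene, leaving out probe sets of suffix _x_at or _s_at, a filter that kept genes with a log2 value of at least 6 on at least 1 array, quantile normalization again, centring each array on its median or on Gapdh, trend and robust fitting, leaving out each replicate, the replicate number as a block, floors of 1.2-fold and 2-fold, and the unpaired t-test of the paper's methods. The ratios of S1 Table were also made from means of linear values and as powers of e and 10. Chosen after the data were seen were averaging MEF replicates 2 to 4 as 1 sample, taking MEF replicate 1 as the only MEF array, taking each MEF array alone as the MEF level, and the probe set closest to the levels of Fig 2F. A level on a MEF array was held to be far from the others by Dixon's test, with a critical value of 0.829 for 4 arrays.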

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

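The tests of explanations for 3 patterns (the stomach genes, MEF replicate 1 and Vim on the pHep array) were chosen only after the results were seen, and the rules for RNA degradation and for dilution by other cells were rewritten when their values were already known.

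Of 11 stomach epithelium markers, which the paper does not report, 7 were higher in iHepSCs than in MEF, namely Tff1 (log2 difference 3.36), Tff2 (0.79), Gkn1 (7.84), Gkn2 (7.71), Ctse (6.40), Anxa10 (6.37) and Vsig1 (3.57), and none was lower (camera, adjusted p = 0.000139, and adjusted p = 0.0582 with an estimated correlation; 1 lower when adjusted over the list alone or without MEF replicate 1), while 1 member, Sox2, is also in the list of pluripotency genes. Among gene groups more abundant in iHepSCs than in wtHepSCs, the paper lists digestion, without naming the genes in its text. Muc5ac, Pgc and Atp4a, abundant in stomach epithelium, were at 7.09, 5.84 and 6.39 in iHepSCs, with 0.49 as the highest log2 difference from MEF. These genes were picked after they were seen not to rise, whereas Gkn1 and Gkn2 rose to 13.98 and 14.77 in iHepSCs. Their levels therefore cannot decide whether stomach epithelial cells were among the iHepSCs. Binding of the probe sets to transcripts of other genes is argued against as the source of the list, since 1 of the raised genes, Gkn1, was read by a probe set of suffix _x_at or _s_at. The scaling alternatives start from the authors' normalized values and cannot test that normalization, and whether the conversion of fibroblasts to iHepSCs brings a foregut program with these genes stays open as a hypothesis that was not tested.

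MEF replicate 1 had a mean correlation of 0.960 with the other 3 MEF arrays, and its level lay far from theirs in 30 of 177 genes named, where chance would set some array apart in about 1 in 20 genes; over all genes tested an array stood apart in 23.5%, and it was MEF replicate 1 in 3718 of 4271. The 20 cell cycle genes were lower on it by a median difference of -2.52. An iHepSC or pHep array under a wrong label is argued against by its highest correlation with those arrays, 0.900, and dilution by other cells as the source of the fall in cell cycle genes by the fibroblast genes, whose median difference was 0.40 above the other MEF arrays. RNA degradation stays open, as the 3' minus 5' difference of the Gapdh control probe sets was -0.0302 on this array, above -0.237 to -0.234 on the other MEF arrays and among -0.0951 to 0.0736 on the iHepSC and pHep arrays, while that of Actb was 0.251, just above 0.139 to 0.217 on the other MEF arrays and below 0.313 to 0.371 on the iHepSC and pHep arrays; so does a smaller share of other cells, as the Kupffer cell and macrophage markers were higher by a median of 0.53, with 3 over 2-fold above the other MEF arrays and 0 below, and Lyz2 was at 11.95, beside a mean of 10.30 over the 4 MEF arrays. The samples name no condition that differs between the MEF arrays, so that no biological explanation was tested, and a separate preparation or a later passage of these fibroblasts stays open.

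On the pHep array, besides the genes of mature hepatocytes, Afp was at 12.44, Krt7 at 11.17 and Vim at 13.19, and 9 of 12 Kupffer cell and macrophage markers were higher than in MEF, a signal the paper does not report (5 without MEF replicate 2 or 4, without either iHepSC replicate or with each array centred on Gapdh), with the complement gene C1qa at 11.08. Fibroblasts with the profile of MEF are argued against as the source of Vim by 21 other abundant fibroblast genes. Their median level was 4.96% of that in MEF, beside 37.7% for Vim. Of them, 18 were below Vim, and Zeb1 (46.6%), Dcn (52.3%) and Fn1 (167%) were above. The test takes MEF as its standard and cannot decide on fibroblasts or stellate cells of the liver, whose profile may differ. Blood-forming cells of fetal liver are argued against by the erythroid genes, of which the highest log2 difference from MEF was 0.10. Vim is expressed by macrophages too. Whether Kupffer cells, bile duct cells, stellate cells, endothelial cells or the hepatocytes themselves carried these transcripts was not tested. The paper describes centrifugation, a Percoll step and plating on collagen before RNA was taken from its primary hepatocytes. Which other cells remained after these steps was not measured here.

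Of 19 intestinal epithelium markers, also outside the genes the paper discusses, 10 were higher in iHepSCs than in MEF and 0 were lower (camera, adjusted p = 0.000124, and adjusted p = 0.0582 with an estimated correlation). At MEF replicate 1, levels far from the other 3 MEF arrays were those of Apoe (9.21), Armcx2 (12.59), C4bp (6.48), Cdh11 (13.68), Cdkn2a (12.93), Dcn (10.88), Dlk1 (8.91), Dnajb1 (11.33), Ehd3 (8.68), F8a (7.77), Fn1 (14.62), Fscn1 (13.69), Fstl1 (13.91), Hand2 (9.06), Idi1 (11.39), Krt19 (7.78), Krt7 (5.77), Lrp2 (5.44), Lyz2 (11.95), Maob (7.92), Mki67 (8.18), Myl9 (14.06), Pdgfrb (12.61), S1pr3 (11.12), Serpinb2 (6.99), Sox2 (8.14), Thbd (10.59), Twist1 (10.43), Ugdh (11.73) and Zeb1 (11.31). At other MEF arrays they were those of Acsm2 (replicate 4, 6.14), Cdh5 (replicate 3, 5.29), Fga (replicate 3, 4.50), Pou5f1 (replicate 2, 5.26) and Scgb1a1 (replicate 3, 4.53).

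The changes of iHepSCs and of pHep from MEF differed, by camera between iHepSCs and pHep with the preset and with an estimated correlation, in 8 gene lists, of which the median log2 difference of iHepSCs from pHep was -4.68 for coagulation and complement, -4.28 for plasma proteins, -3.62 for glucose and glycogen metabolism, -1.85 for liver transcription factors, -1.54 for bile acid synthesis and transport, -1.07 for the cytochrome P450 genes, -1.99 for the secretory proteins of S1 Table E and 3.46 for the stomach epithelium markers. Named genes that passed the test on opposite sides of MEF in iHepSCs and in pHep also passed it between the 2, with log2 differences of iHepSCs from pHep for Amn (-1.66), Apoe (-8.87), Asl (-1.96), Bex1 (-10.63), Csf1r (-2.32), Klf4 (2.35), Lyz2 (-6.60), Pygl (-7.08), Rhox5 (8.40), Sox9 (-4.68) and Tff1 (4.10). Sox9 was at 4.20 and 4.30 in iHepSCs and 4.36 in pHep on the third of its probe sets.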

How the results depend on the processing

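The alternatives with MEF replicates 2 to 4 averaged or MEF replicate 1 as the only MEF array were chosen after the data were seen. Of the comparisons made for single named genes, 7962 stayed on the same side of the threshold. Another 644 kept the direction and no longer passed, and 145 newly passed. In 12 the direction turned and the gene passed in the main comparison or in the alternative. A turn in a gene that passed in neither is counted among the 7962. For gene lists of iHepSC against MEF the counts were, in the same order, 550, 10, 14 and 1. Genes higher in iHepSCs than in MEF (3310) numbered 1833 to 5638 when 1 replicate was left out, the lowest without iHepSC replicate 2 and the highest without MEF replicate 1, and genes lower (2446) 1299 to 4514, likewise. Genes higher in pHep than in MEF (2696) numbered 2037 to 4917 and genes lower (2814) 1843 to 5743, lowest without MEF replicate 3 and highest without MEF replicate 1. Genes higher in iHepSCs than in pHep (1685) numbered 909 to 4628 and genes lower (1435) 878 to 3144, lowest without iHepSC replicate 1 and highest without MEF replicate 1. A lone array left in a group is assumed to vary like the other groups, and the cause of these changes was not tested.

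Pairing the arrays by their replicate number as a block, which leaves 1 residual degree of freedom, gave in the same order 845, 682, 465, 315, 189 and 259 genes. The arrays share only a number: the deviations from the group mean of MEF and iHepSC arrays with the same number had correlations of -0.222 and -0.207 across genes. Averaging MEF replicates 2 to 4 as 1 sample gave 1517, 1184, 1240, 927, 693 and 780 genes, with fewer samples, and lost the calls, in iHepSCs against MEF, of AA467197 (0.0696), Acsl3 (0.0527), Acsl4 (0.100), Amn (0.0823), Ankrd37 (0.221), Asl (0.152), Cdkn1b (0.0513), Cftr (0.0776), Colec11 (0.220), Cps1 (0.0909), Csf1r (0.0788), Dcn (0.0939), Dlk1 (0.0526), Dnajb1 (0.257), Ehd3 (0.0502), F2 (0.0679), F8a (0.234), Fgg (0.109), Fn1 (0.0891), G6pc (0.0601), Gja1 (0.168), Gpc3 (0.0558), Hspa1b (0.109), Idi1 (0.0531), Ier2 (0.0792), Krt79 (0.0586), Lrp2 (0.257), Lrrn1 (0.230), Lyve1 (0.0966), Lyz2 (0.0555), Maob (0.145), Nanog (0.0735), Napsa (0.172), Nkx6-1 (0.0590), Obp2a (0.0984), Ppargc1a (0.213), Resp18 (0.109), Tff3 (0.104), Ugt2b37 (0.0751), Vim (0.105) and Zeb1 (0.0865) (adjusted p in parentheses), 41 of the genes named, where leaving out 1 replicate lost 28 at most and the block 51; MEF replicate 1 as the only MEF array gave 2013 genes higher in iHepSCs than in MEF. Centring each array on Gapdh gave 1053 genes lower in iHepSCs than in MEF, 1525 higher and 1380 lower in pHep, and 616 lower in iHepSCs than in pHep, and the cause was not tested. A change of over 2-fold, asked for besides the test, left 1965 genes higher and 1369 lower in iHepSCs than in MEF. Under the other alternatives, the methods' t-test among them (3820 and 2982 genes, or 2548 and 1932 after adjustment), these counts changed by less than 1.5 times.

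The correlation of iHepSC with pHep (0.914) was 0.267 over the 1000 most variable probe sets and 0.840 over probe sets with a value of at least 6 on at least 1 array. That of iHepSC with MEF (0.892) was -0.386 and 0.799, and 0.903 by Spearman; that of pHep with MEF (0.867) was -0.256 and 0.748, and 0.876 by Spearman. The correlation of the changes in iHepSC and pHep (0.613) was 0.585, 0.584 and 0.586 with MEF replicate 1 and replicate 2, 3 or 4 kept for one comparison and the other MEF arrays for the other, and 0.628 by Spearman.

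Directions turned for these genes, each of which passed the test in the main comparison or in the alternative, and the cause was not tested. With the mean of all probe sets, the log2 difference of iHepSCs from MEF was 2.17 for Epcam and 0.56 for Pklr, that of iHepSCs from pHep -0.71 for Colec11 and -0.67 for Gstm7, and that of pHep from MEF -1.47 for Ctse and 1.20 for Gstm7, whose ratio of pHep to MEF was then 2.29. With probe sets of suffix _x_at or _s_at left out, the difference of iHepSCs from MEF was 4.50 for Epcam, 0.14 for Masp1 and -0.0102 for Cftr, and that of pHep from MEF 0.65 for Epcam. With each array centred on Gapdh, the difference of iHepSCs from MEF was 0.0435 for Gja1. That centring raises these differences by 0.49. It also turned Epcam, Pklr, Serpina1b, Serpina1c and Vtn from lower to higher, but these passed in neither setting. Leaving out 1 replicate, with the values as deposited, the difference of pHep from MEF for Cdkn2a ranged from -0.50 without MEF replicate 4 to 1.23 without MEF replicate 1. With MEF replicate 1 as the only MEF array, the cell cycle genes turned to higher, with a camera adjusted p of 0.0101 in iHepSCs and 0.870 in pHep (0.762 and 0.975 with an estimated correlation). The signal over background is not known for these arrays. Their lowest log2 values were 3.01 to 3.19, and differences between levels near these values cannot be read as differences in expression.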

Differences from the paper's values

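Alternatives that use MEF replicate 1 alone, or the probe set closest to a printed level, were chosen after the values were seen. A ratio is called within the margin where it is within 1.5 times of the paper's or differs from it, on the log2 scale, by no more than the larger SD of the gene over the MEF or iHepSC arrays (over the MEF arrays for pHep). Of 51 genes of S1 Table, the ratio of iHepSC to MEF was within the margin of the paper's in 21 (18 of 51 by 1.5 times alone) and outside it in 30, 24 of these below and 6 above the paper's. Across the 51 genes, the logarithms of the 2 sets of ratios had a Pearson correlation of 0.871 and a Spearman correlation of 0.873, and 50 of the ratios here were over 1. The ratio of pHep to MEF was within the margin in 16 genes and outside it in 35, 26 below and 9 above, with correlations of 0.876 and 0.876 and 48 ratios over 1. Taking e or 10 as the base of the power left 11 and 8 genes within the margin for iHepSC to MEF and 7 and 5 for pHep to MEF, so that no change of base brought the series together.

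Below the paper's ratios of iHepSC to MEF, given first in parentheses, were the ratios of Pklr (paper's 2.6, 0.913 here), Ugdh (3.0, 1.67), Gnpnat1 (3.8, 1.06), Sult1a1 (319.0, 107), Sult1b1 (52.6, 3.97), Sult1c2 (152.9, 49.4), Ugt2b34 (6464.4, 474), Ugt2b35 (220.2, 123), Ugt2b37 (4.3, 1.51), Ugt2b5 (782.8, 30.0), C9 (188.1, 87.3), Fgb (123.3, 5.81), Serpinf2 (1.8, 1.10), Abca2 (2.9, 1.33), Acsm2 (1.9, 1.11), Fabp1 (32.4, 13.6), Got2 (2.2, 1.36), Agt (141.6, 4.00), Alb (1206.0, 355), Apoa1 (6342.4, 278), Apoc2 (102.7, 55.6), Hp (940.4, 94.8), Serpina7 (33.5, 21.9) and Ttr (13433.6, 87.4). Above the paper's were those of Gsta3 (paper's 12.5, 38.5 here), Gstm1 (4.7, 8.17), Gstp1 (1.7, 2.84), C4bp (39.8, 65.1), F8a (1.4, 2.25) and Rbp4 (3.3, 5.88). Serpina7 had a mean of 3.27 in MEF and was at 3.17 on MEF replicate 4, the lowest value of that array. Its ratio here may therefore be a lower bound.

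Below the paper's ratios of pHep to MEF, again given first, were the ratios of Pklr (paper's 14.9, 1.26 here), Ugdh (1.2, 0.761), Gstm3 (39.1, 3.15), Gstm7 (7.6, 0.836), Sult1a1 (856.8, 444), Sult1b1 (11.7, 1.21), Sult1c2 (6.2, 1.83), Ugt2b34 (2919.1, 187), Ugt2b35 (83.9, 51.9), Ugt2b37 (26.3, 1.31), Ugt2b38 (2.2, 1.13), Ugt2b5 (2965.3, 126), C9 (61.0, 28.7), Fgb (15770.8, 987), Serpinf2 (162.4, 93.8), Abca2 (2.8, 1.13), Acox2 (52.0, 32.4), Fabp1 (101.8, 62.3), Got2 (4.8, 1.80), Agt (2841.8, 106), Alb (1420.7, 745), Apoa1 (5638.5, 212), Apoc2 (514.8, 296), Hp (1315.2, 288), Serpina7 (1061.5, 412) and Ttr (14088.8, 110.1). Above the paper's were those of Gsta3 (paper's 135.4, 286 here), Gstp1 (1.6, 3.07), Maob (4.2, 7.76), C4bp (55.5, 88.7), F8a (1.5, 2.97), Fga (706.0, 1073), Apob (397.2, 631), Hpx (288.5, 596) and Rbp4 (62.8, 161). For Serpina7 the low MEF level makes this ratio, too, a possible lower bound.

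Of the alternatives set before the data were examined, the mean of all probe sets of a gene brought within the margin of the paper's ratios of iHepSC to MEF those of Gsta3 (15.8), Gstm1 (5.51), F8a (1.39) and Fabp1 (24.3) and of pHep to MEF those of Gsta3 (142), F8a (1.78) and Fabp1 (114). A power of e did so for iHepSC to MEF in Ugdh (2.09), Ugt2b34 (7252), Fabp1 (43.2), Got2 (1.55) and Hp (712) and for pHep to MEF in Fgb (20894), and a power of 10 in Ugt2b37 (3.92), Serpinf2 (1.38), Abca2 (2.57), Acsm2 (1.40), Got2 (2.75) and Agt (100.2) and in Gstm3 (45.4), Sult1c2 (7.42), Ugt2b38 (1.50) and Got2 (7.02). Means of linear values did so for pHep to MEF in C4bp (82.4) and for iHepSC to MEF in none of the 30, and leaving out probe sets of suffix _x_at or _s_at in none of either. MEF replicate 1 alone as the MEF level, chosen after the values were seen, left 25 and 18 of the 51 genes within the margin, and brought there, for iHepSC to MEF, Ugdh (2.76), Gstp1 (2.30), C4bp (34.8), F8a (1.33), Rbp4 (4.13) and Serpina7 (23.9), and for pHep to MEF, Ugdh (1.26), Maob (3.71), C4bp (47.5), F8a (1.75) and Acox2 (47.1). No other alternative run for these ratios brought any of the listed genes within the margin.

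The levels in the heat map of Fig 2F, read by eye, differed for 4 of 9 genes, where the margin is a factor of 1.5 or the SD over the MEF arrays, whichever is larger, and at least 1 on the log2 scale for levels of about 10 or more. For Gata6 the paper shows about 8.8 in pHep, about 6.2 in MEF, about 9.4 at P3 and about 9.5 at P20, and the levels here were 11.25, 7.33, 11.73 and 11.98; with the mean of all probe sets, set before the data were examined, they were 9.07, 6.69, 9.34 and 9.47, within the margin. For Sox9 the paper shows about 4.4 in pHep, about 4.4 in MEF, about 4.2 at P3 and about 4.3 at P20, and the levels here were 10.90, 7.47, 6.38 and 6.06, with no alternative set before the data were examined within the margin. For Ttr in MEF the paper shows about 4.7, and the level here was 7.95, or 5.21, within the margin, with the mean of all probe sets. For Epcam the paper shows about 6.1 in pHep, about 5.5 in MEF, about 9.9 at P3 and about 10 at P20, and the levels here were 7.34, 8.24, 8.04 and 8.14. With probe sets of suffix _x_at or _s_at left out, set before the data were examined, all 4 were within the margin, at 6.11 in pHep, 5.46 in MEF and 10.01 at P20, and with the mean of all probe sets the level at P20, 9.08, was within it and the other 3 were not. Reading each gene by its probe set closest to the printed levels, an alternative chosen after the values were seen, gave levels within the margin for all 36, and equal within rounding to 2 digits for 35, a match that the choice of probe set favours. Among them are 6.21 in MEF for Gata6, 4.37 in MEF, 4.20 at P3, 4.30 at P20 and 4.36 in pHep for Sox9 and 4.57 in MEF for Ttr.

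The paper reports Epcam as raised in iHepSCs in the array data and by qPCR, and the log2 difference from MEF here was -0.15 (adjusted p = 0.286); it was 4.50 with probe sets of suffix _x_at or _s_at left out and 2.17 with the mean of all probe sets. The other 4 genes it names beside Epcam for qPCR were higher here, as in the paper, although the log2 difference of Hnf4a fell from 4.52 to 0.13 (adjusted p = 0.454) with probe sets of suffix _x_at or _s_at left out. The mean correlation of iHepSC with pHep (0.914) was above those with MEF (0.892 for iHepSC and 0.867 for pHep), the order of similarity the paper reports. The paper names cholesterol metabolism among the hepatic functions enriched in iHepSCs, and of 17 cholesterol synthesis genes 13 were lower in iHepSCs than in MEF here (7 without iHepSC replicate 2, and 6 lower and 1 higher with each array centred on Gapdh; 1 higher without MEF replicate 1), whereas of 13 fatty acid oxidation genes 11 were higher (7 without iHepSC replicate 1 and 6 without iHepSC replicate 2), and of the 9 genes measured from S1 Table D 6 were higher. The counts of transcripts past 16-fold in S2C Fig were within 1.5 times of those here. The signs in the paper's legend make 366 transcripts higher and 467 lower in iHepSCs than in MEF, while its words call the 366 down-regulated and the 467 up-regulated; here, 383 probe sets were higher and 344 lower. With MEF replicate 1 alone as the MEF level, an alternative chosen after the values were seen, 366 probe sets were higher and 467 lower, both numbers of the legend read by its signs, while each of the other 3 MEF arrays alone gave 411 to 428 higher and 344 to 356 lower. That the paper took this array as its MEF level for S2C Fig stays open; the MEF levels of Fig 2F, read by the closest probe sets, were matched within rounding in 8 of 9 genes by the mean of all MEF arrays and in 0 by MEF replicate 1.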

Other observations

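The 2 added alternatives for the MEF arrays, which enter the ranges over alternatives, were chosen after the data were seen, and no other test of these paragraphs was. Genes of intestinal epithelium were among those higher in iHepSCs than in MEF. Of 19 intestinal epithelium markers, 10 were higher than in MEF and 0 were lower (10 and 0 when adjusted over the list alone; camera, adjusted p = 0.000124, and adjusted p = 0.0582 with an estimated correlation). They include Apoa4, an apolipoprotein of intestine and mouse liver, with a log2 difference of 7.00 (standard error 0.28, adjusted p = 1.25e-05), Vil1, the microvillus protein villin, with 5.43 (standard error 0.33, adjusted p = 8.11e-05), and the intestinal transcription factor Cdx2 with 2.50 (standard error 0.12, adjusted p = 2.42e-05). Vil1 was at 10.03 on the pHep array and 10.22 in iHepSCs, and Cdx2 at 6.13 and 8.99. Of 8 lung epithelium markers, 3 were higher and 0 were lower (3 and 0 when adjusted over the list alone): the surfactant protein gene Sftpd by 5.26 (standard error 0.39, adjusted p = 0.000169), Scgb1a1 by 1.63 and Napsa by 0.45. The call of Napsa was lost without MEF replicate 2 (0.0749), MEF replicate 3 (0.0643), MEF replicate 4 (0.0792) or iHepSC replicate 1 (0.180). Camera gave this list an adjusted p of 0.0623 (0.0463 without MEF replicate 3, 0.0479 without iHepSC replicate 1 and 0.0242 without iHepSC replicate 2; 0.0242 to 0.194 over the alternatives; 0.324 with an estimated correlation). Of 10 pancreas markers, 0 were higher and 1 was lower (0 and 1 when adjusted over the list alone; camera, adjusted p = 0.789), Nkx6-1, whose call was lost without iHepSC replicate 1 (0.0778) or iHepSC replicate 2 (0.109). Counts were 2 and 2 without MEF replicate 1, and with each array centred on Gapdh 3 were higher and 0 lower.

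Of 14 cholangiocyte markers, 5 were higher in iHepSCs than in MEF and 1 was lower (5 and 1 when adjusted over the list alone; camera, adjusted p = 0.199, and 0.0426 with the mean of all probe sets, where an estimated correlation gave 0.153; 0.0426 to 0.360 over the alternatives). Those higher were the keratins Krt7 (6.15) and Krt19, Onecut2, the mucin gene Muc1 (3.72) and the chloride channel gene Cftr (1.28), and Sox9 was lower, on 2 of its 3 probe sets (-1.25 and -1.55, beside -0.11 on the third). Cftr did not pass without iHepSC replicate 1 (0.0684), and its log2 difference was -0.0102 with probe sets of suffix _x_at or _s_at left out. Lower markers numbered 3 without MEF replicate 1, and none was lower without iHepSC replicate 2 or with each array centred on Gapdh. Of 17 extraembryonic endoderm markers, 7 were higher, with Rhox5 (7.77) and Gata6 in front, and 4 were lower, Thbd (-2.48), Lamb1 (-2.21), Lrp2 (-1.49) and Amn (-0.65) (7 and 7 when adjusted over the list alone; camera, adjusted p = 0.619). The median of the list, -0.47, and its mean, 1.00, differ in sign. Lrp2 was lost without MEF replicate 2 (0.105), MEF replicate 3 (0.108), MEF replicate 4 (0.104), iHepSC replicate 1 (0.180) or iHepSC replicate 2 (0.211), and Amn without iHepSC replicate 2 (0.0597). The lower markers numbered 9 without MEF replicate 1 and 2 without iHepSC replicate 2. Of 16 pluripotency genes, 2 were higher, Tfcp2l1 (5.02) and Klf4 (1.34), and 1 was lower, Nanog (-0.53) (2 and 1 when adjusted over the list alone; camera, adjusted p = 0.789). Nanog was lost without iHepSC replicate 1 (0.0514) or iHepSC replicate 2 (0.0945), and none was lower with each array centred on Gapdh, whereas 4 were lower without MEF replicate 1. Pou5f1, which encodes the reprogramming factor Oct4, was at 5.06 ± 0.13 (SD, n = 4) in MEF, 5.12 ± 0.11 (SD, n = 2) in iHepSCs and 5.05 in pHep (limma, adjusted p = 0.768). Vim, which encodes vimentin, was at 14.60 ± 0.04 (SD, n = 4) in MEF and 14.08 ± 0.16 (SD, n = 2) in iHepSCs (log2 difference -0.52, limma, adjusted p = 0.0112), and did not pass without iHepSC replicate 2 (0.0911).

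Markers of the other cells of the liver were for the most part not raised in iHepSCs. Of 12 Kupffer cell and macrophage markers, 0 were higher than in MEF and 3 were lower (0 and 3 when adjusted over the list alone; camera, adjusted p = 0.0382, and adjusted p = 0.555 with an estimated correlation), Lyz2 (-3.45), Csf1r (-1.08) and Adgre1 (-1.01). Lower were 7 without MEF replicate 1, 1 without either iHepSC replicate and 1 with each array centred on Gapdh, and camera gave 0.0594 without iHepSC replicate 1 (0.00195 to 0.0594 over the alternatives). Lyz2 was lost without iHepSC replicate 1 (0.0732) or iHepSC replicate 2 (0.0929), and Csf1r without MEF replicate 2 (0.0589), iHepSC replicate 1 (0.122) or iHepSC replicate 2 (0.144). Of 9 stellate cell markers, 1 was higher and 3 were lower (1 and 3 when adjusted over the list alone; camera, adjusted p = 0.0852, and 0.0165 with each array centred on Gapdh, where an estimated correlation gave 0.667; 0.0165 to 0.217 over the alternatives): Pdgfrb, Hand2 (-3.17) and Des (-1.04) were lower, and Colec11 (0.33), the 1 higher, was lost without MEF replicate 2 (0.0928), MEF replicate 3 (0.102), MEF replicate 4 (0.101), iHepSC replicate 1 (0.143) or iHepSC replicate 2 (0.217). Leaving out MEF replicate 1, 2 were higher. Of 10 liver endothelial markers, 2 were higher, the junction gene Cdh5 (3.10, standard error 0.14, adjusted p = 1.93e-05) and Lyve1 (0.48), and 1 was lower, Ehd3 (-1.15) (2 and 2 when adjusted over the list alone; camera, adjusted p = 0.789). Lyve1 was lost without MEF replicate 2 (0.0682), MEF replicate 3 (0.0879), iHepSC replicate 1 (0.220) or iHepSC replicate 2 (0.130), and Ehd3 without iHepSC replicate 1 (0.0650) or iHepSC replicate 2 (0.0576). The counts were 4 and 2 without MEF replicate 1, with 1 higher without MEF replicate 2 or 3 or iHepSC replicate 2, and with each array centred on Gapdh none was lower. Of 8 skeletal muscle markers, 0 were higher and 2 were lower, Acta1 (-5.02) and Des (0 and 2 when adjusted over the list alone; camera, adjusted p = 0.181), or 1 and 1 with each array centred on Gapdh. By limma, 0 of 8 erythroid markers were higher and 0 lower, and the counts at an unadjusted p under 0.05 were 0 and 0, as they were by the methods' t-test (camera, adjusted p = 0.892). By limma, 0 of 7 lymphocyte markers were higher and 0 lower, with 0 and 1 at an unadjusted p under 0.05 and 0 and 1 by the methods' t-test (camera, adjusted p = 0.645), and 1 was lower without MEF replicate 1.

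Of 18 acute phase and inflammatory genes, 10 were higher in iHepSCs than in MEF and 3 were lower (12 and 4 when adjusted over the list alone; camera, adjusted p = 0.0477, and adjusted p = 0.170 with an estimated correlation). Hp and the iron-binding protein gene Lcn2 (5.21, standard error 0.13, adjusted p = 2.12e-06) were higher, and Ptgs2, Il6 (-5.32) and the chemokine gene Cxcl5 (-2.28) were lower. The camera adjusted p was 0.127 without MEF replicate 1, 0.0874 without iHepSC replicate 1 and 0.243 with each array centred on Gapdh (0.0235 to 0.243 over the alternatives). Of 12 immediate early and heat shock genes, 3 were higher, Atf3 (2.53), Junb (2.34) and Ier2 (1.74), and 2 were lower, Hspa1b (-0.76) and Dnajb1 (-0.57) (4 and 2 when adjusted over the list alone; camera, adjusted p = 0.446). None was lower without MEF replicate 2, 3 or 4, without either iHepSC replicate or with each array centred on Gapdh, and 7 were higher without MEF replicate 1. By limma, 0 of 20 cell cycle genes were higher in iHepSCs and 0 lower, with 0 and 2 at an unadjusted p under 0.05 and 0 and 0 by the methods' t-test. Camera gave this list an adjusted p of 0.0545 (0.765 with an estimated correlation), which ranged from 3.06e-06 to 0.437 over the alternatives. Without MEF replicate 1, 18 of the 20 were lower, and the camera call at the preset correlation passed, among other settings, without MEF replicate 1, without iHepSC replicate 1 (0.0269) and with each array centred on Gapdh (0.000197). With an estimated correlation these 3 settings gave 0.439, 0.714 and 0.667. Of 9 cell cycle inhibitors and genes of the p53 pathway, 1 was higher, Cdkn1b (0.61), and 1 was lower, Cdkn1c (-2.78, standard error 0.25, adjusted p = 0.000412) (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.333). Cdkn1b was lost without MEF replicate 4 (0.0682), iHepSC replicate 1 (0.114) or iHepSC replicate 2 (0.157), and without MEF replicate 1, 2 were higher and 3 lower.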
